# Characterizing and Targeting Genes Regulated by Transcription Factor MYBL2 in Lung Adenocarcinoma Cells

**DOI:** 10.3390/cancers14204979

**Published:** 2022-10-11

**Authors:** Yuri Lee, Zexun Wu, Seolyn Yang, Shannon M. Schreiner, Leonardo D. Gonzalez-Smith, Suhn K. Rhie

**Keywords:** MYBL2, FOXM1, lung adenocarcinoma, cell cycle, inhibitors

## Abstract

**Simple Summary:**

The clinical behavior and progression of lung cancer vary case by case. Therefore, understanding the factors that contribute to aggressive lung cancer cases is crucially needed. Previously, we showed that transcription factor MYBL2 expression is associated with the survival of lung adenocarcinoma patients. In this study, we characterized the functions of MYBL2 in lung adenocarcinoma cells by generating global binding profiles of MYBL2 and transcriptome profiles upon knockdown experiments. We discovered that MYBL2 regulates cell cycle genes by binding to the promoters of highly expressed genes in lung adenocarcinoma cells working with FOXM1. Moreover, we found that a previously reported FOXM1 inhibitor, FDI-6 (forkhead domain inhibitor 6), suppresses lung adenocarcinoma cell proliferation by inhibiting the activities of MYBL2 and FOXM1 and controlling cell death and cell cycle genes. Our findings provide valuable insights into the molecular mechanisms of aggressive lung cancer and suggest potential targets and treatments for the disease.

**Abstract:**

Overexpression of MYBL2 is associated with poor survival of lung adenocarcinoma patients, but the molecular mechanism by which it regulates transcription and carcinogenesis has not yet been elucidated. In this study, we performed ChIP-seq using an MYBL2-targeted antibody and discovered that MYBL2 primarily binds to the promoters of highly expressed genes in lung adenocarcinoma cells. Using a knockdown experiment of MYBL2 and global transcriptome profiling, we identified that over a thousand genes are dysregulated by MYBL2, and MYBL2 acts as a transcriptional activator in lung adenocarcinoma cells. Moreover, we revealed that the binding sites of FOXM1 are largely shared with MYBL2 binding sites, and genes involved in cell cycle phase transitions are regulated by these transcription factors. We furthermore investigated the effect of a previously reported FOXM1 inhibitor, FDI-6, in lung adenocarcinoma cells. We demonstrated that FDI-6 decreases the proliferation of lung adenocarcinoma cells and inhibits the activities of FOXM1 as well as MYBL2. Moreover, we found that genes involved in cell death and cell cycle are inhibited by FDI-6. Overall, our findings suggest that MYBL2 and FOXM1 activate cell cycle genes together, acting as oncogenic transcription factors in lung adenocarcinoma cells, and they are potential treatment targets for the disease.

## 1. Introduction

Lung cancer is the most common cancer worldwide and a leading cause of cancer-related deaths [1]. Despite advances in detection and therapeutic tools, most lung cancer patients have a poor prognosis, with an overall 5-year survival rate of less than 15% [2,3,4,5]. Therefore, it is imperative to understand the factors contributing to lung cancer progression to improve the diagnosis and treatment of lung cancer patients. Small cell lung cancer and non-small cell lung cancer are the two main types of lung cancer, with the latter accounting for about 85% of all cases of lung cancer cases [6]. Among non-small cell lung cancer subtypes, lung adenocarcinoma is the most common subtype. Previously, we and other research groups have studied genes that contribute to lung adenocarcinoma progression and found that overexpression of *MYBL2* (alias B-MYB) is associated with poor survival of lung adenocarcinoma patients [7,8].

MYB Proto-Oncogene Like 2 (MYBL2), which is located in chromosome 20q13, belongs to the Myb transcription factor (TF) family, and it is reported to be involved in cell survival [9]. However, the biological function of MYBL2 in cell survival is reported to vary depending on the cell type. MYBL2 has pro-survival functions that protect against cell death in multiple cell types. For example, MYBL2 is reported to regulate apoptotic-related genes in fibroblasts, T cells, and neuroblastoma cells, promoting cell survival [2,3,4,5]. MYBL2 overexpression induces anti-apoptotic Bcl-2 (B-cell lymphoma 2) expression in T cells and B cells [2,3,9]. Moreover, Yuan et al. showed that MYBL2 suppresses autophagy and promotes cell survival in ovarian oocytes [10].

On the contrary, MYBL2 is reported to have anti-survival functions in neural cells. When the cells are exposed to apoptotic stimuli such as reactive oxygen species (ROS), endoplasmic reticulum (ER) stress and DNA damage, MYBL2 accelerates neuronal apoptosis [9,11]. Moreover, the knockdown of MYBL2 protects against cell death in neural cells [12,13]. In blood cells, it is suggested that MYBL2 acts as a tumor suppressor gene contributing to myeloid malignancies. *MYBL2* expression levels in myeloid malignancy patients were less than 50% of those in healthy individuals. Moreover, reducing the expression of *MYBL2* in mice induced symptoms of myeloid malignancies in the animals [14]. Therefore, elucidating the functions and molecular mechanisms of MYBL2 in a cell-type-specific manner is crucially needed.

In this study, we characterized the molecular functions of MYBL2 in lung adenocarcinoma cells. We performed ChIP-seq (chromatin immunoprecipitation coupled with sequencing) to identify binding sites of MYBL2 in lung adenocarcinoma cells. We profiled the transcriptome upon MYBL2 knockdown to identify genes regulated by MYBL2 in lung adenocarcinoma cells. We also characterized the relationship between MYBL2 and FOXM1 by mapping FOXM1 binding profiles and investigating the transcriptome changes. Lastly, we assessed potential treatment options for the disease by treating lung adenocarcinoma cells with an inhibitor targeting MYBL2 and FOXM1.

## 2. Materials and Methods

### 2.1. Study Design

We obtained and analyzed RNA-seq data generated in lung adenocarcinoma and other normal lung-relevant cells from the Encyclopedia of DNA Elements (ENCODE) (https://www.encodeproject.org/, accessed on 4 December 2020), the Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/, accessed on 27 July 2022), and the Cancer Genome Atlas (TCGA) (https://www.cancer.gov/about-nci/organization/ccg/research/structural-genomics/tcga, accessed on 24 September 2020) databases. We generated ChIP-seq and RNA-seq data in lung adenocarcinoma cells to identify genes regulated by MYBL2 and FOXM1. To investigate the effect of inhibitors, RNA-seq was performed upon treatment with forkhead domain inhibitor 6 (FDI-6). A list of all genomic datasets used in this study can be found in Supplementary Table S1.

### 2.2. Cell Culture

Human lung adenocarcinoma A549 and NCI-H2126 cells were obtained from ATCC (Cat #CCL-185 and Cat # CCL-256, ATCC, Manassas, VA, USA). Cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) (Cat #10-013-CV, Corning, Tewksbury, MA, USA) or RPMI 1640 medium (Cat #10-040-CVR, Corning, Tewksbury, MA, USA) containing 10% fetal bovine serum (Cat #30-2022, ATCC, Manassas, VA, USA) and 1% penicillin/streptomycin (Cat #97063-708, VWR Chemicals, Radnor, PA, USA) at 37 °C in a humidified incubator with 5% CO_2_.

### 2.3. FDI-6 Treatment

FDI-6 was obtained from MedChemExpress (Cat #HY-112721, Monmouth Junction, NJ, USA). For cell proliferation analysis, A549 cells and NCI-H2126 cells were seeded in 24 wells at a density of 0.5 × 10^5^ cells/well and treated with various concentrations of FDI-6 (0, 10, 20 μM). After treating cells with FDI-6 for 24, 48, and 72 h, the cells were harvested, and live cells were counted using a hemocytometer. For the colony formation assay, cells were seeded in 12-well culture plates. After being incubated for 24 h at 37 °C, A549 and NCI-H2126 cells were treated with various concentrations of FDI-6 (0, 10, 20 μM) for 24 h. Following the 24 h FDI-6 treatment, cells were incubated for 14 days with the normal media without FDI-6. After 14 days, the colonies were fixed with cold methanol for 10 min, stained with 0.5% crystal violet for 10 min, and then washed under running tap water. Experiments were repeated at least three times. A549 cells that were treated with FDI-6 (20 μM) for 24 h were used for Western blot and RNA-seq experiments (see below sections for details).

### 2.4. Antibodies

Antibodies against beta-actin (ACTB), MYBL2, and FOXM1 were acquired from Proteintech (Cat #66009-1-lg, #18896-1-AP, #13147-1-AP, Chicago, IL, USA). Antibodies against FOXM1 and CENPA were purchased from Cell Signaling Technology (Cat #20459S, #2186S, Beverly, MA, USA).

### 2.5. Chromatin Immunoprecipitation (ChIP)

Human lung adenocarcinoma A549 cells were used to perform ChIP as previously described [15]. Briefly, A549 cells were grown to 70–90% confluence and crosslinked with 1% formaldehyde (Cat #10790-708, VWR, Radnor, PA, USA) for 10 min and quenched with 125 mM glycine (Cat #4840, MilliporeSigma, St. Louis, MA, USA) for 5 min at room temperature (RT). Cells were lysed in a cell lysis buffer using a Dounce homogenizer. Nuclei were lysed in a nuclei lysis buffer and snap-frozen using liquid nitrogen. Chromatin was sonicated to an approximate length of 200–500 bp using the Bioruptor Pico sonication device (Cat #B01060010, Diagenode, Danville, NJ, USA). Samples were then centrifuged at max speed for 10 min and incubated overnight with the target antibody. Immunoprecipitants were collected with protein A/G magnetic beads (Cat #88803, ThermoFisher Scientific, Waltham, MA, USA) for 1 h. The beads were washed and eluted with elution buffer. Chromatin was incubated at 67 °C for 16 h to reverse crosslink and purified using a Qiagen DNA purification spin column (Cat #28006, Qiagen, Hilden, Germany) and eluted with elution buffer. ChIP libraries were generated using KAPA Hyper Prep Kit (Cat #KK8505, Roche, Wilmington, MA, USA) and NEXTflex DNA Barcodes (Cat #514014, Bioo Scientific Corporation, Austin, TX, USA) as previously described (26–28). ChIP libraries were amplified using PCR and purified with AMPure XP beads (Cat #A63881, Beckman Coulter, Brea, CA, USA). The quality and concentration of libraries were determined using high-sensitivity DNA electrophoresis with a 2100 Bioanalyzer system (Agilent Technologies, Santa Clara, CA, USA) and Qubit (ThermoFisher Scientific, Waltham, MA, USA).

### 2.6. ChIP-Seq Analysis

ChIP-seq was performed using a targeted antibody, as previously described [15,16]. The ChIP-seq libraries were sequenced to have at least 20 million read pairs (Supplementary Table S1) using an Illumina NovaSeq 6000. According to the ENCODE ChIP-seq guideline [17], we generated two biological replicates of MYBL2 and FOXM1 ChIP-seq datasets that passed QC (quality control). The ENCODE3 ChIP-seq pipeline (https://github.com/ENCODE-DCC/chip-seq-pipeline, accessed on 6 August 2016) was used to analyze ChIP-seq data as previously done [18]. The raw sequencing reads were aligned to the human reference genome hg38 using BWA [19]. To determine the quality of the library, the library complexity was computed to identify quality metrics, which included the PCR bottleneck coefficient (PBC), non-redundant fraction (NRF), normalized strand cross-correlation coefficient (NSC), and relative strand cross-correlation coefficient (RSC) [17]. After removing PCR duplicates and unaligned reads, uniquely mapped reads of each ChIP sample were used to call peaks against the input sample using MACS2 [20] with default parameters (*p*-value < 0.02). After peak calling, the irreproducibility discovery rate (IDR) (https://github.com/nboley/idr, accessed on 6 August 2016) was performed to identify the reproducible ChIP-seq peaks, which have high consistency between two biological replicates (*p*-value < 0.02). ChIP-seq tracks were visualized in IGV [21] using the bigWig file that includes ChIP-seq signals and IDR-passed ChIP-seq peak file.

The genomic distribution analysis was done by overlapping the IDR-passed reproducible MYBL2 or FOXM1 ChIP-seq peaks with the promoter regions of known genes (defined as 2 kb windows centered on transcription start sites of the canonical transcripts), histone marks H3K4me3 and H3K27ac, and CTCF ChIP-seq peaks downloaded from ENCODE (Supplementary Tables S1 and S2). The canonical transcript information was obtained from biomaRt [22] using GENCODE V29 reference genome annotation [23]. To determine the genomic distribution of MYBL2 or FOXM1 binding sites, the IDR-passed reproducible MYBL2 or FOXM1 ChIP-seq peaks, which were within 2 kb windows of transcription start sites or overlapped with H3K4me3 ChIP-seq peaks, were categorized as promoter peaks. The non-promoter peaks that overlapped with H3K27ac ChIP-seq peaks were categorized as enhancer peaks, and the rest of the non-promoter peaks that overlapped with CTCF ChIP-seq peaks were categorized as insulator peaks. The peaks which were not overlapped with the above features were categorized as other peaks.

The common and unique MYBL2 and FOXM1 ChIP-seq peaks were identified using BEDTools’ [24] intersectBed function. The actual ChIP-seq signals on the identified common and unique peak regions were visualized via deepTools [25]. Motif analysis was performed using the findMotifsGenome.pl function in Homer [26] with the default background sequence to determine the enriched motifs (*p*-value ≤ 0.01) in all common and unique IDR-passed MYBL2 and FOXM1 peaks. (Supplementary Table S3). The most enriched motifs of each category were determined by ranking with *p*-values and listed in Supplementary Table S3.

### 2.7. siRNA Transfection

MYBL2 and FOXM1 were knocked down using 25 nM of small interfering RNAs (siRNAs). Negative control scrambled siRNA (Cat #D-001810-10-05) and siRNAs targeting MYBL2 (Cat #L-010444-00-0005) or FOXM1 (Cat #L-009762-00-0005) were purchased from Dharmacon (Horizon Discovery, Waterbeach, UK). A549 lung adenocarcinoma cells were transfected with control scrambled siRNA or siRNAs targeting MYBL2 or FOXM1 or a co-transfection of both using DharmaFECT1 transfection reagent (Cat #T-2001-02, Horizon Discovery, Waterbeach, UK) according to the manufacturer’s instructions as we previously performed siRNA experiments [15]. RNA was isolated using the Aurum total RNA mini kit (Cat #7326820, Bio-Rad, Hercules, CA, USA), following the manufacturer’s manual.

### 2.8. RNA-Seq

RNA was isolated from cells using TRIzol reagent (Cat #R2053, Zymo Research, Irvine, CA, USA), and the quality of RNA was assessed by calculating RIN (RNA integrity number) using a 2100 Bioanalyzer system (Agilent Technologies, Santa Clara, CA, USA). QC-passed RNA was used to make RNA-seq libraries, and sequencing was performed using an Illumina NovaSeq 6000. At least three biological replicates of each experiment were prepared and analyzed. RNA-seq reads were processed using an in-house mRNA-seq analysis pipeline, which was adapted from the NCI Genomic Data Commons bioinformatic pipeline (https://gdc.cancer.gov/, accessed on 11 April 2021). Reads were trimmed using TrimGalore (https://github.com/FelixKrueger/TrimGalore, accessed on 11 April 2021) to filter out low-quality reads and the adapter sequences. The trimmed reads were then aligned to human reference genome version 38 (hg38) with the annotation GENCODE V29 [23] using STAR [27] to generate bam files. HTseq [28] was used to quantify the read counts for each gene, with the bam files as the input. DEseq2 [29] is used to calculate the significance of gene expression difference for each gene between experimental and control groups. The *p*-values were then adjusted to correct multiple comparisons and measure the false discovery rate (FDR). The differentially expressed genes (DEGs) were identified based on FDR and fold change (FDR < 0.05, |Fold Change| > 1.5) (Supplementary Table S4). Genes directly regulated by MYBL2 or FOXM1 were identified by overlapping genes that are downregulated by siMYBL2 or siFOXM1 with the gene promoters that are bound by MYBL2 or FOXM1. Promoters were defined as 2 kb windows of the transcription start sites as described above. Ingenuity pathway analysis (IPA) [30] was performed to determine the signaling pathways, and the enriched signaling pathways were identified using FDR and listed in Supplementary Table S5.

We obtained fastq files of RNA-seq data of IMR-90 and AG04450 from the ENCODE and alveolar epithelial cell lines (AEC) from the GEO (Supplementary Table S1). These were processed to quantify gene expression levels with the above-described RNA-seq analysis pipeline. *MYBL2* gene expression levels were plotted using log2 transformed TPM values calculated by Rsem [31]. The TCGA lung adenocarcinoma (LUAD) gene expression data [32] were used to measure the expression levels of the identified MYBL2 and FOXM1 target genes in normal lung tissue and lung adenocarcinoma tissue samples. TCGA RNA-seq data were obtained from the NCI Genomic Data Commons Data portal (https://portal.gdc.cancer.gov, accessed on 24 September 2020) and visualized in a heatmap using log2-transformed HTseq read count data. Student’s *t*-test, the Wilcoxon rank sum test, and the Wald test were performed to measure the statistical significance of the difference between normal and tumor tissue samples.

### 2.9. RT-qPCR

Total RNA was isolated from A549 and NCI-H2126 cells using TRIzol reagent (Cat #R2053, Zymo Research, Irvine, CA, USA), and 1 μg of it was converted to cDNA using the iScript Reverse Transcription Supermix (Cat# 1708841, Bio-Rad, Hercules, CA, USA) according to the manufacturer’s instructions. Quantitative real-time PCR was performed on a Bio-Rad CFX96 Real-Time PCR Detection System. The primer sequences are listed in Supplementary Table S6. The data were analyzed by the 2^(−^^ΔΔCt)^ method and represented as fold changes of gene expression relative to *ACTB*.

### 2.10. Western Blotting

Cells were lysed with lysis buffer (RIPA lysis buffer) containing a protease inhibitor mixture (Cat #4693192002, MilliporeSigma, Carlsbad, CA, USA). Lysates were collected after centrifugation at 12,000 rpm for 15 min at 4 °C. For nuclear-fraction extraction, cells were lysed with cytoplasmic extraction buffer and then centrifuged at 430 rcf for 5 min. The supernatant was removed, and the nuclear pellets were further lysed with 1X RIPA buffer. Protein concentrations were determined using the Qubit (Cat #Q33212, ThermoFisher Scientific, Waltham, MA, USA). Protein extracts (40 μg) were separated in 4–15% SDS-polyacrylamide gels (Cat #4561085, Bio-Rad, Hercules, CA, USA) and then transferred onto nitrocellulose membranes (GE Healthcare Life Sciences, Buckinghamshire, UK). After blocking for 60 min in 5% skim milk, the membranes were incubated with the appropriate primary antibodies and fluorescent-conjugated secondary antibodies. Western blots were visualized using the Odyssey CLx Infrared imaging system (LI-COR Biosciences, Lincoln, NE, USA). Signal intensity was measured using ImageJ software (National Institutes of Health, Bethesda, MD, USA) and normalized against ACTB signals. Statistical significance was determined using Student’s *t*-test. Results are presented as mean ± SE, and a *p*-value cut-off of 0.05 was considered statistically significant.

### 2.11. Survival Analysis of Lung Adenocarcinoma Patients

For survival analysis, correlation analyses between the expression of MYBL2, FOXM1, and CENPA and patient survival data were performed using TCGA LUAD tissue samples (*n* = 535). Gene expression data (HTseq count) and corresponding patient clinical survival data were downloaded from the NCI Genomic Data Commons Data portal (https://portal.gdc.cancer.gov, accessed on 24 September 2020). The HTseq count data was normalized by log2 transformation, and the patients with expression of each gene in the highest or lowest quartiles were grouped. For each gene, a survival analysis was performed between the two groups using the Kaplan–Meier survival curve and the log-rank test from the survival R package (https://CRAN.R-project.org/package=survival, accessed on 18 April 2022).

### 2.12. Statistical Analysis

Statistical analyses for Western blot and RT-qPCR experiments were performed using the Student’s *t*-test. The differential expression analysis of the *MYBL2* gene between A549 lung adenocarcinoma cells and other lung non-cancer lung cells was performed using the Student’s *t*-test, and *p*-values were adjusted using the Holm–Bonferroni method. The expression difference among all expressed genes, genes bound, and genes not bound by MYBL2 was measured by using the Student’s *t*-test. Differential gene expression analysis for RNA-seq datasets was performed using the Wald test, and *p*-values were adjusted using the Benjamini–Hochberg method. The expression difference of the target genes of MYBL2 or FOXM1 between LUAD and normal tissues was measured by using Student’s *t*-test, the Wilcoxon rank sum test, and the Wald test. The survival analysis was performed using the log-rank method.

## 3. Results

### 3.1. MYBL2 Binds to the Promoters of Highly Expressed Genes in Lung Adenocarcinoma Cells

Our previous study that integrated RNA-seq and DNA methylation datasets from lung adenocarcinoma tissues suggested that MYBL2 is a key transcriptional regulator linked to lung cancer [7]. Moreover, overexpression of MYBL2 is associated with poor survival of lung adenocarcinoma patients [7] (Supplementary Figure S1). To study the molecular mechanisms of MYBL2 in lung adenocarcinoma cells, we first investigated MYBL2 expression levels in normal alveolar epithelial cells (AEC), airway epithelial cells, lung fibroblast cells (IMR-90, AG04450), and lung adenocarcinoma cells (A549). We found that A549 cells exhibited higher MYBL2 expression compared to non-cancer cells (Figure 1A) (*p*-value < 0.05). MYBL2 is a transcription factor that includes the Myb-type HTH DNA-binding domain. Therefore, we performed ChIP-seq using MYBL2 antibodies in A549 cells. After checking the quality of ChIP-seq datasets following the ENCODE ChIP-seq guidelines [17], we identified two biological replicates that passed QC (Supplementary Table S1) and identified a total of 482 reproducible, robust binding sites of MYBL2 (Figure 1B, Supplementary Table S2). To determine the genomic distribution of MYBL2 binding sites in A549 cells, we compared MYBL2 ChIP-seq peaks with H3K4me3 (promoter mark), H3K27ac (enhancer mark), and CTCF (insulator mark) ChIP-seq peaks, which were generated in the same A549 cells (Supplementary Table S1). The genomic distribution analysis of MYBL2 binding sites showed that most binding sites (85.68%) are located at promoters (Figure 1B). Further investigation of gene expression levels revealed that genes whose promoters are bound by MYBL2 (MYBL2-bound) are more highly expressed than genes that are not bound by MYBL2 at their promoters (non-bound) or all expressed genes, on average (Figure 1C) (*p*-value < 0.0001). By integrating with TCGA lung adenocarcinoma RNA-seq data, we also confirmed that genes whose promoters bound by MYBL2 are expressed higher than those not bound by MYBL2 in lung adenocarcinoma cells (Supplementary Figure S2). This suggests that MYBL2 is a crucial transcription factor that regulates oncogenes in lung adenocarcinoma.

Next, to identify genes that are regulated by MYBL2, we performed siRNA knockdown experiments followed by RNA-seq, generating 4 siMYBL2 RNA-seq replicates and 4 siControl RNA-seq replicates (Figure 1D). 

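A549 cells, an established line from a human lung adenocarcinoma, received 25 nM of siRNAs against MYBL2 (siMYBL2) or of scrambled siRNA (siControl). The authors trimmed the reads, aligned the pairs to hg38 with STAR and counted them on GENCODE V29 genes with HTSeq. The deposited counts, which were not normalized, cover each of the 8 libraries. Between 24025939 and 28661115 pairs per siMYBL2 library were counted on genes (median 25859655), and between 23964711 and 28880535 pairs per siControl library (median 25582822). The paper's Supplementary Table S1 lists 29891816 to 35459552 sequenced pairs per siMYBL2 library and 29666875 to 35616150 per siControl library, and the values here use the counts on genes. The same 4 siControl libraries served as the controls of the siFOXM1 experiment. Counts were scaled by edgeR's TMM method, and normalized counts are given as CPM (TMM-scaled counts relative to library size). Genes were called differentially expressed at an adjusted p under 0.05 and a fold change over 1.5, by edgeR's quasi-likelihood test between both groups with Benjamini-Hochberg adjustment. The standard error of a log2 fold change was computed from the fitted change and the F statistic of that test. The test covered the 16065 genes that passed edgeR's filter on low counts. The paper's text does not name whether strand was used in the counting, so the counts of a gene whose exons overlap a gene on the opposite strand are uncertain. Both groups carry replicate numbers from 1 to 4. Over 11934 genes with at least 50 counts in every library, the deviations of same-numbered libraries from their group means had a mean correlation of 0.70 across genes, against −0.205 for libraries with different numbers. Genes are not independent replicates, and the correlation only describes how the libraries pair. The results are therefore also given with the replicate number as a block.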

We identified 1439 differentially expressed genes (DEGs) that include 629 downregulated and 810 upregulated genes by knockdown of MYBL2 (fold change > 1.5, false discovery rate (FDR) < 0.05) (Figure 1D, Supplementary Table S4). 

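MYBL2 (ENSG00000101057.15), the gene targeted by the siRNA, lies on chromosome 20 of hg38 from 43667019 to 43716495 and has 14 exons in its GENCODE V44 canonical transcript. Its level was 6.49 ± 1.91 normalized counts (SD, n = 4) in siMYBL2 libraries and 156.0 ± 20.0 (SD, n = 4) in siControl libraries, which is 4.2% of the control. The log2 fold change was −4.58 (standard error 0.205, edgeR adjusted p = 1.49e-05), and −4.59 with the replicate number as a block (edgeR adjusted p = 2.6e-12). A total of 1269 genes were differentially expressed, of which 565 were downregulated and 704 were upregulated. With the replicate block, 757 genes were downregulated and 1234 were upregulated, and these 1991 genes included 99.5% of the 1269. The alternative that moved the number most was edgeR's glmTreat, which tests against a 1.5-fold change itself and left 120 downregulated and 79 upregulated genes. Upregulated genes made up 55.5% of the 1269, 63.8% of the calls with upper-quartile scaling (476 downregulated and 840 upregulated), and 42.0% after a correction for GC content and transcript length that was chosen after the values were seen (775 downregulated and 561 upregulated). Among genes with a mean of at least 100 counts per library and no overlap between the groups, DAP (ENSG00000112977.15) fell the most apart from MYBL2. It went from 125.3 ± 13.7 normalized counts (SD, n = 4) in siControl to 19.7 ± 6.31 (SD, n = 4) in siMYBL2, a log2 fold change of −2.67 (standard error 0.217, edgeR adjusted p = 0.000195), and 3.5% of its exon bases overlap a gene on the opposite strand. SLC4A8 (ENSG00000050438.16) rose the most, from 6.0 ± 1.46 normalized counts (SD, n = 4) to 34.38 ± 4.78 (SD, n = 4), although 1 siControl library, replicate 3, lay above the other siControl libraries. ITGAX and ABAT rose by log2 fold changes of 2.30 and 2.11 (edgeR adjusted p = 6.44e-05 and 0.000205), and 2.8% of the exon bases of ABAT overlap a gene on the opposite strand. EXTL3, VANGL1, UHMK1, RDH11 and SAPCD2, which head the paper's Supplementary Table S4 after MYBL2, fell by log2 fold changes between −2.11 and −1.42. Of the exon bases of RDH11, 13.6% overlap another gene on the same strand, and 23.1% of those of SAPCD2 overlap genes on the opposite strand. The 3′ UTRs of DAP, VANGL1, UHMK1 and RDH11 contain CCTTACA and those of EXTL3 and SAPCD2 contain ACGCCCA, which are 7-base words enriched among the genes that fell.

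**Figure D1:**
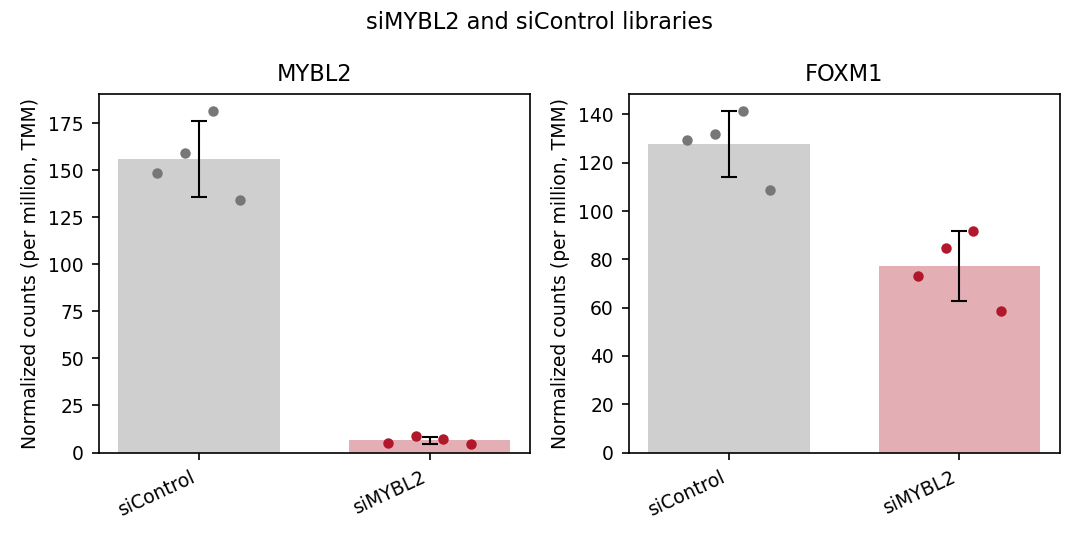
Normalized counts (CPM, TMM) of MYBL2 and FOXM1 in the siControl libraries (gray) and the siMYBL2 libraries (red), n = 4 each. Points are single libraries, bars are means and error bars are SDs. The siMYBL2 libraries lie below all siControl libraries for both genes.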

We further analyzed RNA-seq data integrating with MYBL2 ChIP-seq data and found that more genes that are downregulated by MYBL2 depletion are bound by MYBL2 at their promoters than genes upregulated by MYBL2 depletion, indicating that MYBL2 acts as a transcriptional activator (Figure 1E). 

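Promoter binding was taken from the 482 MYBL2 peaks in the paper's Supplementary Table S2, and a gene was counted as bound when a peak overlapped the window from 1 kb upstream to 1 kb downstream of the transcription start site of its canonical transcript. The peaks are the authors' calls, and the ChIP-seq signal itself was not analysed here. MYBL2 peaks lay at the promoters of 56 of the 565 downregulated genes (9.91%) and of 5 of the 704 upregulated genes (0.71%). The shares differed in Fisher's exact test, two-sided, with p = 1.85e-15, which treats genes as independent. The groups were not matched for expression, and the paper found bound genes to be the more highly expressed ones on average. The test therefore does not separate direction from expression level. With at least 10 counts required in every library, 57 of 543 downregulated and 5 of 601 upregulated genes were bound. With the replicate block, 61 of 757 downregulated genes and 7 of 1234 upregulated genes were bound (Fisher's exact test, two-sided, p = 2.28e-19). The difference between the shares, 9.2 percentage points, moved the most with the calls tested against a 1.5-fold change itself, to 12.5 points (Fisher's exact test, two-sided, p = 0.0005). From the larger number of bound genes among those that were downregulated, the paper concludes that MYBL2 activates transcription.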

From the list of the identified genes regulated by MYBL2, we found FOXM1 (Figure 1F, Supplementary Table S4). 

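FOXM1 (ENSG00000111206.12) lies on the minus strand of chromosome 12 of hg38 from 2857680 to 2877174, with 9 exons in the canonical transcript, and 22.0% of its exon bases overlap a gene on the opposite strand. The MYBL2 peak from 2876644 to 2877593 covers its transcription start site at 2877174. The siMYBL2 libraries had 77.11 ± 14.5 normalized counts of FOXM1 (SD, n = 4; 58.77 to 91.82), and the siControl libraries had 127.9 ± 13.7 (SD, n = 4; 108.9 to 141.4). The log2 fold change was −0.73 (standard error 0.138, edgeR adjusted p = 0.00754). It was −0.74 with the replicate block (edgeR adjusted p = 1.37e-07). In the 8 fits that each left out 1 library, it stayed between −0.83 and −0.62 and passed the threshold on the adjusted p each time.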

Since overexpression of FOXM1 is associated with poor patient survival in lung adenocarcinoma [7] (Supplementary Figure S1), we selected FOXM1 for further examination.

### 3.2. FOXM1 Binds to the Active Promoters Bound by MYBL2 in Lung Adenocarcinoma Cells

FOXM1 is a transcription factor that belongs to the forkhead transcription factor family, and it is one of the key transcriptional regulators linked to lung adenocarcinoma [7]. To characterize the molecular mechanisms of FOXM1 in lung adenocarcinoma cells, we profiled the genome-wide binding sites of FOXM1 in A549 cells using ChIP-seq. After checking the quality of ChIP-seq datasets according to the ENCODE ChIP-seq guidelines [17], we identified a total of 254 reproducible, robust binding sites of FOXM1 in A549 cells (Figure 2A, Supplementary Table S2). We found that 76.8% of the FOXM1 binding sites are located within promoters, while 21.6% of them are in distal regions, which are not enhancers or insulators (Figure 2B). Overlap analysis between FOXM1 and MYBL2 ChIP-seq revealed that 66% of the FOXM1 binding sites are shared with MYBL2 binding sites (Figure 2C top). We found that FOXM1 and MYBL2 ChIP-seq signals at both common and unique binding sites are robust and reproducible (Figure 2C bottom). However, the average ChIP-seq signals at the binding sites that are shared between FOXM1 and MYBL2 (common) are stronger than unique binding sites (Figure 2D,E). The most enriched motifs at commonly bound sites were the cell cycle gene homology region (CHR) and the CCAAT motif (common promoter elements) (Figure 2F). On the other hand, we identified that the TLX nuclear receptor motif was more enriched at FOXM1 unique binding sites, while MYBL2 (B-MYB), E2F, and ETS motifs are more enriched at MYBL2 unique binding sites. The results of the ChIP-seq and transcription factor motif enrichment analysis indicate that MYBL2 and FOXM1 bind to promoters of cell cycle genes together in lung adenocarcinoma while each factor may bind to unique sites, possibly working with distinct transcription factor partners for the other roles.

### 3.3. MYBL2 and FOXM1 Regulate Cell Cycle Genes in Lung Adenocarcinoma Cells

To identify genes regulated by FOXM1, we performed siRNA experiments to knock down FOXM1, and then RNA-seq was conducted (Figure 3A). 

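The siFOXM1 libraries came from A549 cells that received 25 nM of siRNAs against FOXM1, and they were compared with the siControl libraries of the siMYBL2 experiment. HTSeq had counted between 24861818 and 30140550 pairs per siFOXM1 library on genes (median 25686762). The paper's Supplementary Table S1 lists 30903480 to 36999134 sequenced pairs for these 4 libraries. The comparison tested 15892 genes in the way described for siMYBL2. Same-numbered siFOXM1 and siControl libraries deviated together from their group means, with a mean correlation of 0.754 across 11932 genes, against −0.223 for libraries with different numbers. FOXM1, of whose exon bases 22.0% overlap a gene on the opposite strand, was at 12.14 ± 1.32 normalized counts (SD, n = 4) in siFOXM1 libraries and at 126.5 ± 13.4 (SD, n = 4) in siControl libraries. This is 9.6% of the control and a log2 fold change of −3.38 (standard error 0.109, edgeR adjusted p = 2.34e-06). MYBL2 was at 148.3 ± 19.2 normalized counts (SD, n = 4) against 154.3 ± 19.5 (SD, n = 4), a difference smaller than the SD of either group. It was lower in siFOXM1 than in the same-numbered siControl library in 4 of 4 pairs, by a log2 change of −0.06 ± 0.02 (SD, n = 4 pairs; exact permutation test over pair signs, two-sided, p = 0.125, the smallest that 4 pairs allow). The log2 fold change of MYBL2 in siFOXM1 vs siControl, fitted without the block, was −0.06 (standard error 0.113, edgeR adjusted p = 0.913), and it turned positive in 2 of the 8 fits that each left out 1 library and so broke a pair. The adjusted p was 0.191 with the replicate block, and 0.00772 with the block and a correction for GC content and transcript length that was chosen after the values were seen (log2 fold change −0.11).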

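Silencing of FOXM1 changed 106 genes at an adjusted p under 0.05 and a fold change over 1.5, with 94 downregulated and 12 upregulated. With the replicate number as a block, the same test called 234 downregulated and 167 upregulated genes, including all 106. DESeq2 in place of edgeR called 134 downregulated and 29 upregulated genes. With 1 library left out at a time, the total ranged from 56 to 115 genes. Among genes with a mean of at least 100 counts per library and no overlap between the groups, the lowest log2 fold change apart from FOXM1 was that of NEURL1B (ENSG00000214357.8), at −2.90 (standard error 0.198, edgeR adjusted p = 0.000274). THOC7, WWTR1, CDKN3 and FKBP5 fell by log2 fold changes of −2.15, −1.73, −1.52 and −1.16 (edgeR adjusted p = 4e-05, 0.000274, 1.87e-05 and 0.000125). For THOC7, 1 siControl library, replicate 4, lay apart from the other siControl libraries. Genes on the opposite strand overlap 11.4% of the exon bases of WWTR1 and 6.0% of those of NEURL1B. The 3′ UTRs of NEURL1B, THOC7, WWTR1 and FKBP5 contain the word GTGTTTA, which is enriched among the genes that fell in siFOXM1 libraries. Of the upregulated genes at this expression level, IL3RA had the largest rise, at 1.02 (standard error 0.186, edgeR adjusted p = 0.0329). IL3RA did not pass the threshold in 6 of the 8 fits that each left out 1 library without the block, but it did with all libraries and the replicate block (edgeR adjusted p = 1.64e-07). The files also list a copy of this gene on chromosome Y that received no counts. AMMECR1 and PSKH1 rose by 0.72 and 0.70 (edgeR adjusted p = 0.0035 and 0.0144). PSKH1 lost significance in 2 of those 8 fits. With the block the adjusted p was 5.22e-12 for AMMECR1 and 4.03e-11 for PSKH1 (edgeR). Of the exon bases of PSKH1, 10.3% overlap genes on the opposite strand.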

After generating and analyzing 4 siFOXM1 RNA-seq replicates and 4 siControl RNA-seq replicates, we found that 162 genes are differentially expressed (133 downregulated and 29 upregulated genes) upon knockdown of FOXM1 (fold change > 1.5, FDR < 0.05) (Supplementary Table S4). 

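Of the 94 genes that were downregulated in siFOXM1 libraries, 20 (21.28%) had 1 of the 254 FOXM1 peaks of the paper's Supplementary Table S2 at their promoters, and none of the 12 upregulated genes did. With so few upregulated genes, the difference did not pass Fisher's exact test (two-sided, p = 0.117). Among the calls with the replicate block, 22 of 234 downregulated genes and 1 of 167 upregulated genes were bound (Fisher's exact test, two-sided, p = 9.38e-05). With DESeq2 calls, 22 of 134 downregulated and 0 of 29 upregulated genes were bound (Fisher's exact test, two-sided, p = 0.0148). The paper reads the direction in which FOXM1 acts from the numbers of bound genes among those downregulated and upregulated.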

Integrative analysis of ChIP-seq and RNA-seq upon FOXM1 knockdown identified that more downregulated genes are bound by FOXM1 compared to upregulated genes, suggesting that FOXM1 also acts as a transcriptional activator (Supplementary Tables S2 and S4). 

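The double knockdown (siBoth) was a separate experiment with its own scrambled controls (siControl_siBoth), with 3 libraries of each. The counts on genes ranged from 23065227 to 26302889 pairs in siBoth libraries (median 23451526) and from 23373997 to 27659364 in siControl_siBoth libraries (median 23496597). The paper's Supplementary Table S1 lists 31676193 to 35009599 and 30319957 to 36235960 sequenced pairs. Between 7.68% and 7.92% of the read pairs of the siControl_siBoth libraries were not aligned, against 1.97% to 2.12% for the siControl libraries, so siBoth was compared with its own controls alone. In the siBoth libraries 9.09% to 10.93% were not aligned, so this measure also separated them from their own controls. A total of 15812 genes were tested. The mean correlation of same-numbered libraries' deviations was 0.598 across 11865 genes, against −0.30 for other pairs. Both targeted genes were reduced in every siBoth library. MYBL2 fell from 171.2 ± 17.4 (SD, n = 3) to 8.41 ± 1.97 normalized counts (SD, n = 3), a log2 fold change of −4.35 (standard error 0.181, edgeR adjusted p = 2.64e-05). FOXM1, of whose exon bases 22.0% overlap a gene on the opposite strand, fell from 134.8 ± 9.49 (SD, n = 3) to 13.04 ± 2.58 (SD, n = 3). Its log2 fold change was −3.37 (standard error 0.152, edgeR adjusted p = 3.04e-05). These levels are 4.9% and 9.7% of the controls.

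**Figure D2:**
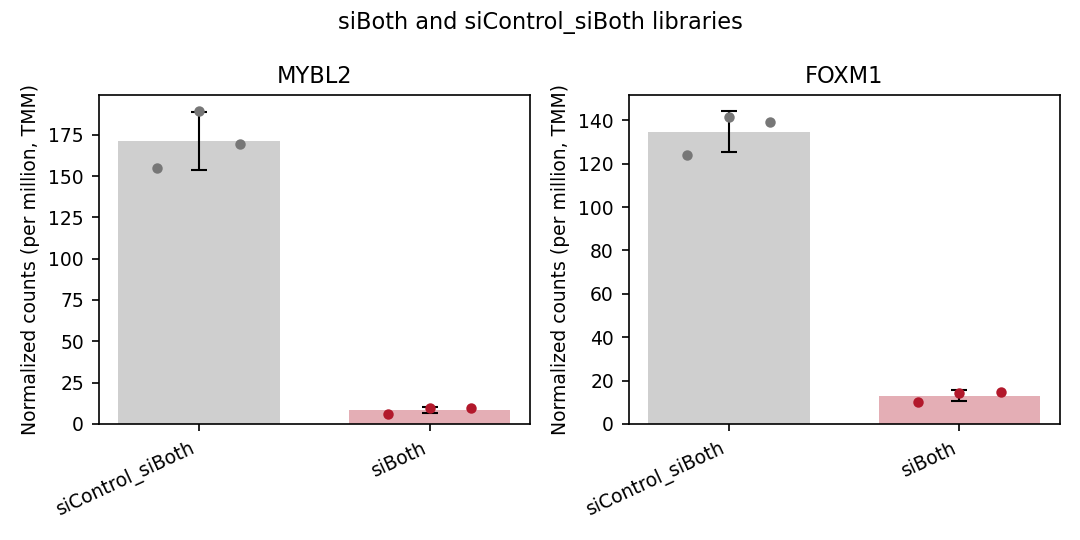
Normalized counts (CPM, TMM) of MYBL2 and FOXM1 in siControl_siBoth libraries (gray) and siBoth libraries (red), n = 3 each. Points are single libraries, bars are means and error bars are SDs. Every siBoth library lies below every control library for both genes.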

Next, we further examined how the knockdown of both MYBL2 and FOXM1 (siMYBL2 and siFOXM1) affects the gene expression levels (Figure 3B and Supplementary Figure S3). Compared to the individual knockdown of FOXM1, more genes were significantly changed upon knockdown of FOXM1 and MYBL2 together (siMYBL2 and siFOXM1) (*n* = 1191) (664 downregulated genes and 527 upregulated genes, fold change > 1.5, FDR < 0.05) (Figure 3B). This additive effect upon knockdown of both FOXM1 and MYBL2 suggests that these factors work together as transcriptional activators in lung adenocarcinoma cells.

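In siBoth libraries, 576 genes were downregulated and 443 were upregulated against siControl_siBoth, 1019 in all. With the replicate block there were 803 downregulated and 1046 upregulated genes, and these included 99.4% of the 1019. The split between directions depended on the scaling. Upregulated genes made up 43.5% of the calls with TMM and 59.4% with upper-quartile scaling (417 downregulated and 610 upregulated). A correction for GC content and transcript length, chosen after the values were seen, gave 731 downregulated and 264 upregulated genes. Of the 94 genes downregulated in siFOXM1 libraries, 51 were also downregulated in siBoth libraries. Of the 565 downregulated in siMYBL2 libraries, 300 were also downregulated in siBoth libraries, and 217 of the 704 upregulated genes were also upregulated. The siMYBL2 libraries, with 1 more library in each group, gave more differentially expressed genes than the siBoth libraries. With 3 siMYBL2 and 3 siControl libraries, the median over the 16 choices was 902.5 genes, with a range from 538 to 1534. Among genes with a mean of at least 100 counts per library, the largest rises in siBoth libraries were those of ITGAX, EBI3 and NLRP1, with log2 fold changes of 2.33, 2.19 and 1.94 (edgeR adjusted p = 0.00103, 0.000826 and 0.0234). NLRP1 did not pass the threshold in 3 of the 6 fits that each left out 1 library without the block, and had an adjusted p of 5.68e-07 with all libraries and the replicate block (edgeR).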

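Additivity was tested in a single edgeR fit of the 18 siRNA libraries, with a contrast that sets the siBoth effect on the log2 scale against the sum of both single effects. None of the 17336 genes departed from the sum at an adjusted p under 0.05 (0 genes), and 3.2% of them did at an unadjusted p under 0.05. Of the 108 target genes that the paper lists, 0 departed from the sum, also when the adjustment covered this list alone, and 7 did at an unadjusted p under 0.05. The contrast had a median of 0.05 over these 108 genes, and its median standard error was 0.241. The 7 genes all departed upward, with the siBoth value above the sum. The lack of calls does not rule out large departures, since NEURL1B, with a siBoth value of −2.59 against a sum of −3.91, was not called. With replicate numbers taken within each experiment as a block, 216 genes departed from the sum, 127 of them downward. Of the 108, 4 were called, all upward, and 13 were called when the adjustment covered the list alone, 1 of them downward. With a block shared by both experiments, 0 genes did, 1405 were at an unadjusted p under 0.05, and 5 of the 108 departed, all upward, when the adjustment covered the list alone. Both blocks were chosen after values had been seen. The median log2 fold change of the 108 genes was −0.69 in siMYBL2 libraries, −0.21 in siFOXM1 libraries and −0.82 in siBoth libraries, and the median of the sums was −0.91. The siBoth value was below the siFOXM1 value for 102 of the 108 genes, below the siMYBL2 value for 75 and below the sum for 42. The paper chose the 108 for a fall in at least 1 knockdown of these same libraries, and FOXM1 itself is among them. Here 68 were downregulated in siMYBL2, 21 in siFOXM1 and 92 in siBoth libraries. These medians and counts partly follow from that choice and are no independent test. The siBoth effect itself differed from the siFOXM1 effect for 757 genes and from the siMYBL2 effect for 29 genes, of which 46 and 5 were among the 108. With the replicate block these numbers were 4324 and 1772 genes. Since the single and double knockdowns were sequenced as separate experiments, each with its own controls, a difference between them cannot be told apart from one between the experiments. More genes changed in the double knockdown than in the knockdown of FOXM1 alone, which the paper calls an additive effect, and from this it proposes that both factors act together as activators.

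**Figure D3:**
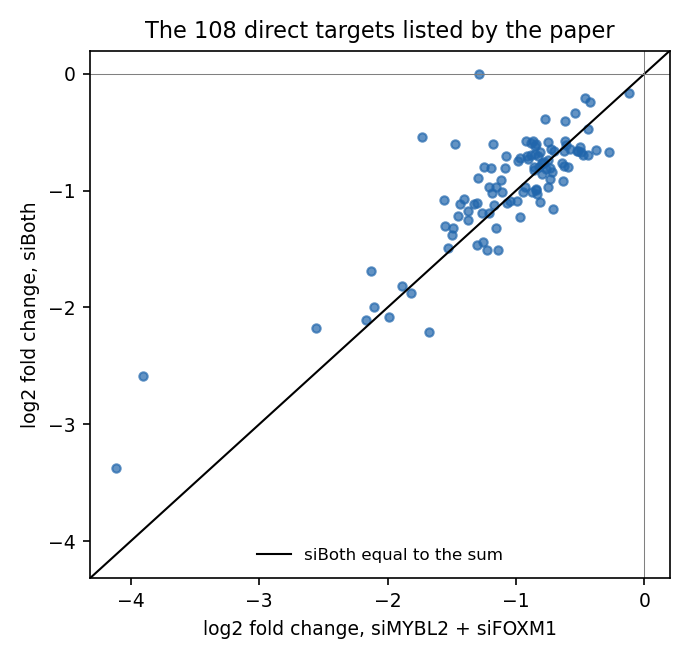
Log2 fold change in siBoth libraries (vertical axis) against the sum of the log2 fold changes in siMYBL2 and siFOXM1 libraries (horizontal axis) for the 108 target genes listed by the paper. Each point is a gene and the line marks equal values. The points scatter around the line, with 42 of the 108 below it. The paper chose these genes for a fall in at least 1 of these knockdowns.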

Genes whose promoters are commonly bound by MYBL2 and FOXM1 were enriched with CHR (cell cycle gene homology region) motifs. Signaling pathway analysis of the genes dysregulated upon knockdown of MYBL2, FOXM1, or both MYBL2 and FOXM1 in lung adenocarcinoma revealed that the genes regulated by MYBL2 and FOXM1 were mainly involved in cell cycle processes (cell survival, DNA replication, and DNA repair), cellular assembly and organization, and cellular development (Figure 3C–E). 

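The Ingenuity pathway analysis of the paper was not repeated here. The differentially expressed genes were compared with the lists of S-phase (43) and G2/M-phase (54) genes that the R package Seurat provides, of which 42 and 54 were tested in each comparison. In siMYBL2 libraries, 17 of the 54 G2/M genes (31.5%) were differentially expressed, against 7.9% of all tested genes (Fisher's exact test, two-sided, adjusted p = 1.85e-06 over 8 tests). This difference of 23.58 percentage points moved the most, to 8.02 points, with the calls tested against a 1.5-fold change itself (Fisher's exact test, adjusted p = 0.00214). The block again called 17, and the adjusted p was 0.000733 (Fisher's exact test). In siFOXM1 libraries, 5 of the 54 G2/M genes (9.3%) were called, against 0.7% of all tested genes (Fisher's exact test, adjusted p = 7.81e-05; 0.0305 with the replicate block). S-phase genes made up 7 of 42 in siMYBL2 libraries and 1 of 42 in siFOXM1 libraries, and neither passed (Fisher's exact test, adjusted p = 0.0678 and 0.245; 0.375 and 1 with the replicate block). All of the listed genes called without the block fell, and with the block 1 of 8 S-phase genes called in siMYBL2 libraries rose. The tests treat genes as independent, although genes of a phase rise and fall together.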

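In siBoth libraries, 30 of the 54 G2/M genes (55.6%) were differentially expressed, against 6.4% of all tested genes (Fisher's exact test, two-sided, adjusted p = 3.15e-21; 5.84e-14 with the replicate block). Of the 42 S-phase genes, 6 were differentially expressed (Fisher's exact test, two-sided, adjusted p = 0.0678, and 0.717 with the replicate block). All of them fell. The S-phase result depended on single libraries. Without siBoth replicate 3, 13 of 42 were called, and without siControl_siBoth replicate 1, 12 of 42 (Fisher's exact test, adjusted p = 6.55e-06 and 2.67e-06). The other fits that each left out 1 library did not pass. The number of G2/M genes called was higher than in either single knockdown, but the difference between the experiments was not tested.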

We also found that more genes involved in cell cycle-related pathways are affected by siMYBL2 and siFOXM1 (Figure 3E). Furthermore, we investigated which cell-cycle phases are controlled most by MYBL2 and FOXM1. 

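Whether S-phase or G2/M genes were called more often was tested within each knockdown. In siMYBL2 libraries, 16.7% of the S-phase genes were differentially expressed, less than the share of the G2/M genes, and the shares did not differ in Fisher's exact test (two-sided, p = 0.153; 0.241 with the replicate block). With upper-quartile scaling (4 of 42 against 15 of 54) and with the correction for GC content and transcript length (7 of 42 against 23 of 54), the G2/M share was higher (Fisher's exact test, two-sided, p = 0.0377 and 0.00788). These settings were chosen for this comparison after the values were seen. The shares did not differ in siFOXM1 libraries (Fisher's exact test, two-sided, p = 0.226, also with the replicate block). In siBoth libraries the G2/M share was higher (Fisher's exact test, two-sided, p = 4.04e-05, also with the replicate block). Between the knockdowns, G2/M genes made up 4.72% of the 106 siFOXM1 calls and 1.34% of the 1269 siMYBL2 calls (Fisher's exact test, two-sided, p = 0.0226; 1.25% and 0.85% with the replicate block, p = 0.398). With DESeq2 these shares were 3.07% and 1.28% (Fisher's exact test, two-sided, p = 0.0813). S-phase genes made up 0.94% and 0.55% (Fisher's exact test, two-sided, p = 0.475), and 0.25% and 0.40% with the replicate block (p = 1). Genes called in both knockdowns count in both shares, and this comparison was also chosen after the values were seen. Without a threshold, 40 of 42 S-phase genes and 53 of 54 G2/M genes had a log2 fold change below 0 in siMYBL2 libraries, with medians of −0.33 and −0.41. In siFOXM1 libraries, 36 of 42 and 44 of 54 were below 0, with medians of −0.11 and −0.13. In siBoth libraries, the medians were −0.35 and −0.63. Neither list covers the G1 phase.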

Among cell-cycle phases, we found that genes involved in the G2/M phase were more enriched in FOXM1 DEGs, while genes involved in the G1/S phases were more enriched in MYBL2 DEGs (Figure 3F).

### 3.4. Identification of MYBL2 and FOXM1 Target Genes in Lung Adenocarcinoma Cells

To further identify genes directly regulated by MYBL2 and FOXM1, we integrated RNA-seq data of siMYBL2, siFOXM1, and siMYBL2 and siFOXM1 with MYBL2 and FOXM1 ChIP-seq data. As both factors have properties of transcriptional activators, we narrowed down the list of genes whose promoters are bound by MYBL2 or FOXM1 and whose expression levels were decreased upon knockdown of MYBL2 or FOXM1 (Figure 4A). From this analysis, we identified that 108 genes are directly activated by MYBL2, FOXM1, or both (Figure 4A, Supplementary Table S4). 

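A gene was counted as a direct target when it was downregulated in a knockdown and had a peak of the silenced factor at its promoter, or of either factor for siBoth. This gave 101 genes, with 56 in siMYBL2, 20 in siFOXM1 and 92 in siBoth libraries. Testing against a 1.5-fold change itself moved this number the most, to 43, and the replicate block gave 110. For siBoth, 92 of 576 downregulated genes (15.97%) and 5 of 443 upregulated genes (1.13%) were bound by MYBL2 or FOXM1 (Fisher's exact test, two-sided, p = 1.12e-18). With the replicate block, 98 of 803 and 7 of 1046 were bound (Fisher's exact test, two-sided, p = 5.83e-29). Of the 108 genes in the paper's Supplementary Table S4, 102 were downregulated in at least 1 knockdown here, of which 68 were in siMYBL2, 21 in siFOXM1 and 92 in siBoth libraries. With 1 library left out at a time, between 94 and 105 of the 108 were.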

Among the identified 108 genes, we found 10 genes (*CENPA*, *FAM83D*, *KNSTRN*, *NEURL1B*, *CCNF*, *CDKN3*, *CCNB1*, *BORA*, *CDK1*, and *CCNA2*) whose expression levels went down in both single and double knockdown experiments (Figure 4B).

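Of these 10 genes, 8 were downregulated in siMYBL2, siFOXM1 and siBoth libraries: CCNA2, CCNB1, CCNF, CDK1, CDKN3, CENPA, KNSTRN and NEURL1B. Each of the 10 has a MYBL2 peak and a FOXM1 peak at its promoter. FAM83D and BORA were downregulated in siMYBL2 and siBoth libraries, but did not reach the threshold in siFOXM1 libraries. In siFOXM1 libraries, FAM83D had a log2 fold change of −0.69 (standard error 0.142, edgeR adjusted p = 0.056) and BORA one of −0.65 (standard error 0.155, edgeR adjusted p = 0.0883). Both were called with the replicate block (edgeR adjusted p = 2.33e-13 and 3.31e-06) and with DESeq2. KNSTRN and CCNA2 were called in siFOXM1 libraries (edgeR adjusted p = 0.0471 and 0.0262), but lost significance in 7 and 5 of the 8 fits that each left out 1 library without the block. With all libraries and the block, their adjusted p was 4.81e-10 and 5.49e-12 (edgeR). In siMYBL2 libraries, KNSTRN lost significance in 3 and FAM83D in 1 of the 8 fits that each left out 1 library without the block. The others of the 10 kept it in each. With all libraries and the block, the adjusted p in siMYBL2 libraries was 4.2e-06 for KNSTRN and 2.02e-07 for FAM83D (edgeR). CENPA (ENSG00000115163.14, chromosome 2 of hg38, 26764289 to 26801067) had log2 fold changes of −1.07 in siMYBL2 libraries (standard error 0.101), −0.75 in siFOXM1 libraries and −1.88 in siBoth libraries (edgeR adjusted p = 0.000329, 0.00381 and 0.000293). NEURL1B (chromosome 5, 172641263 to 172691540) had −1.01, −2.90 and −2.59 (edgeR adjusted p = 0.0153, 0.000274 and 0.000912). Over the 10 genes, log2 fold changes ranged from −1.26 to −0.59 in siMYBL2 libraries, from −2.90 to −0.60 in siFOXM1 libraries and from −2.59 to −1.02 in siBoth libraries. Exon bases overlap genes on the opposite strand in BORA (42.7%), CCNA2 (9.2%), CCNF (9.2%) and NEURL1B (6.0%). The 3′ UTRs of FAM83D, NEURL1B, BORA and CDK1 contain GTGTTTA, that of NEURL1B also contains CCTTACA, and that of CCNF contains ACGCCCA. A single library lay apart from its group for BORA (siMYBL2 replicate 2), CCNA2 (siControl replicate 3), CENPA (siFOXM1 replicate 2) and CDK1 (siFOXM1 replicate 1).

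**Figure D4:**
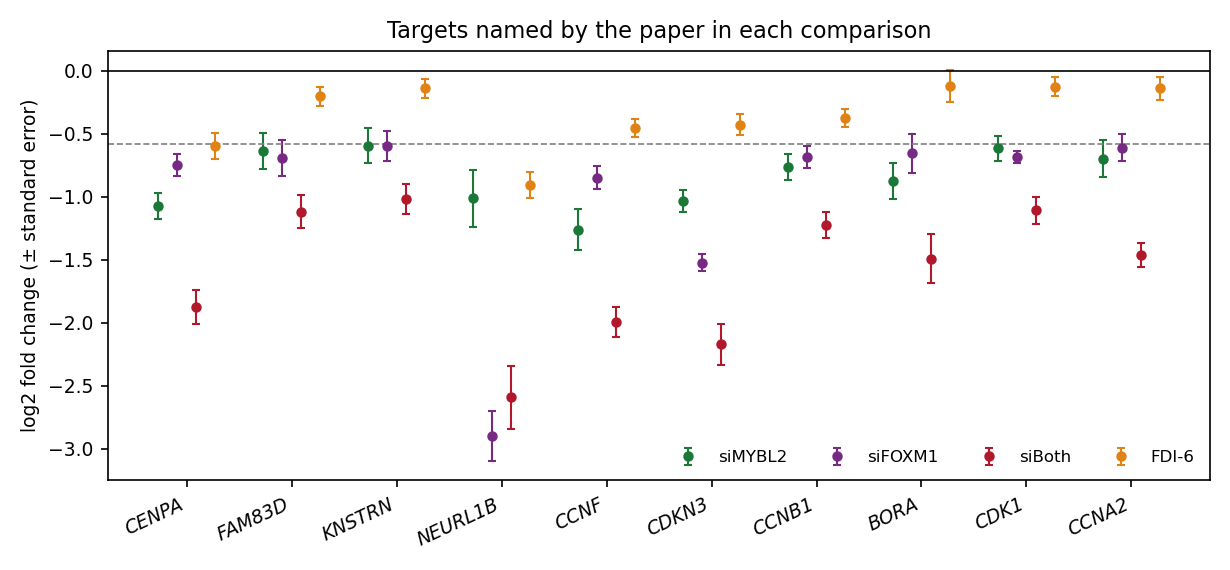
Log2 fold changes of the 10 target genes (horizontal axis) in siMYBL2, siFOXM1, siBoth and FDI-6 libraries against their controls. Points are fitted values, error bars are standard errors and the dashed line is a 1.5-fold decrease. All siBoth values lie below the dashed line, whereas 8 of the FDI-6 values lie above it.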

To validate the identified common target genes, an siRNA-mediated knockdown RT-qPCR experiment was newly performed in A549 and NCI-H2126 adenocarcinoma cells (Figure 4C,D). Most of the genes were significantly reduced by the knockdown of both MYBL2 and FOXM1 in A549 and NCI-H2126 lung adenocarcinoma cells. We further examined the expression levels of the identified MYBL2 and FOXM1 target genes in lung adenocarcinoma tissues and adjacent normal lung tissues using TCGA RNA-seq datasets (Figure 4E). We revealed that all of the 10 target genes were highly expressed in lung tumor tissues from lung adenocarcinoma patients compared to normal tissues. We further examined if the expression level of the identified target genes is associated with survival rates (Supplementary Figure S1). We found that overexpression of these 8 genes (*CENPA, FAM83D, KNSTRN, CDKN3, CCNB1, CDK1*, and *CCNA2*) is significantly associated with poor survival of lung adenocarcinoma patients (*p*-value < 0.05). For example, overexpression of CENPA, which is identified as one of the key transcriptional regulators for lung adenocarcinoma, is associated with poor survival of lung adenocarcinoma patients [7] (Figure 4F). When we further examined the protein expression of CENPA using Western blot in A549 and NCI-H2126 lung adenocarcinoma cells (Figure 4G), we found that the CENPA protein level was decreased upon siMYBL2 and siFOXM1 treatment. Based on these results, it is suggested that both MYBL2 and FOXM1 transcription factors cooperate to stimulate the expression of CENPA and other cell-cycle genes.

### 3.5. FDI-6 Alters Cell Proliferation and Inhibits the Activities of FOXM1 and MYBL2 in Lung Adenocarcinoma Cells

Next, we assessed potential treatment options for lung adenocarcinoma targeting MYBL2 and FOXM1. We found that a small compound called FDI-6 (forkhead domain inhibitor 6) is reported to inhibit the binding of FOXM1 to DNA in breast cancer cells [33]. However, the effect of FDI-6 in lung adenocarcinoma is not yet characterized. Therefore, we tested the effect of FDI-6 in A549 and NCI-H2126 lung adenocarcinoma cells. When we investigated cell growth rate by treating lung adenocarcinoma cells with various concentrations of FDI-6, we found that FDI-6 effectively inhibits cell growth in a dose-dependent manner (Figure 5A). For example, the growth of A549 cells was inhibited upon treatment with 20 μM FDI-6 at 48 h and 72 h. Next, we examined the long-term anti-proliferative effect of FDI-6 by performing a colony formation assay (Figure 5B and Supplementary Figure S4). We found that colony formation in both A549 and NCI-2126 cells treated with FDI-6 is diminished. Remarkably, when cells were treated with 20 μM of FDI-6, colonies were almost completely gone. Collectively, we found that FDI-6 suppressed lung adenocarcinoma cell growth as well as the clonogenic potential of lung adenocarcinoma cells in a dose-dependent manner.

Furthermore, we tested whether FDI-6 affects FOXM1 activity in A549 lung adenocarcinoma cells by performing Western blot experiments using FDI-6-treated nuclear extracts. The protein level of FOXM1 within the nucleus was reduced in FDI-6-treated nuclear extracts compared to the control (Figure 5C and Supplementary Figures S5 and S6, *p*-value ≤ 0.01). Interestingly, we also found that MYBL2 protein level in nuclear extracts was also reduced upon FDI-6 treatment in A549 lung adenocarcinoma cells. This indicates that treatment with FDI-6 can reduce the activities of FOXM1 as well as MYBL2 in nuclei of the lung adenocarcinoma cells.

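FDI-6 is a small molecule that, according to the paper, was reported in breast cancer cells to keep FOXM1 from binding DNA. It was given to A549 cells at 20 µM for 24 h before RNA was isolated. There were 3 treated libraries (FDI-6) and 3 control libraries (control_FDI-6). The legend of Figure 5 calls the control cells untreated, while the list of supplements calls them DMSO. The HTSeq counts on genes came to 16487394 to 17741253 pairs per FDI-6 library (median 17220262) and 18856286 to 21039750 pairs per control library (median 19019379). The sequenced pairs in the paper's Supplementary Table S1 are 20628959 to 22107593 and 23536774 to 26217262. These libraries are shallower than those of the knockdowns, and every treated library had fewer counts than every control library. The test covered 15240 genes. Replicate numbers did not pair these libraries, since deviations of same-numbered libraries had a mean correlation of −0.081 across 11324 genes and those of others 0.041. The fit with the block is given nevertheless.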

Lastly, to determine the effect of FDI-6 on the lung adenocarcinoma transcriptome, RNA-seq was performed after FDI-6 treatment. 

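After FDI-6 treatment, 879 genes were downregulated and 1219 were upregulated at an adjusted p under 0.05 and a fold change over 1.5, 2098 in all. The fit with the replicate number as a block gave 840 and 1173, and these genes included 93.5% of the 2098. Upregulated genes made up 58.1% of the 2098, and 49.8% of the calls with upper-quartile scaling (1045 downregulated and 1035 upregulated). The largest change in the number of genes came with the test against a 1.5-fold change itself (138 downregulated and 358 upregulated). A correction for GC content and transcript length, chosen after the values were seen, called 647 and 713 genes and kept 49.2% of the 2098. HSPA6 (ENSG00000173110.7, chromosome 1, 161524540 to 161526894, a single exon) rose the most of the genes with a mean of at least 100 counts per library, from 0.708 ± 0.369 normalized counts (SD, n = 3) in control libraries to 114.7 ± 32.7 (SD, n = 3) in FDI-6 libraries. Its log2 fold change was 7.30 (standard error 0.284, edgeR adjusted p = 2.68e-08). CXCL8 and CXCL1 rose by log2 fold changes of 4.71 and 2.94 (edgeR adjusted p = 1.04e-08 and 2.68e-08). HSPA6 and CXCL1 belong to families with similar sequences, so their counts are uncertain where reads fit several members. FGB, DEGS2 and FGA had the largest decreases at this expression level, with log2 fold changes of −2.67, −2.55 and −2.48 (edgeR adjusted p = 5.81e-07, 1.09e-05 and 1.24e-07), and 7.3% of the exon bases of DEGS2 overlap a gene on the opposite strand. MYBL2 and FOXM1 transcripts decreased by less than 1.5-fold. MYBL2 was at 135.6 ± 18.8 normalized counts (SD, n = 3) against 193.6 ± 5.47 (SD, n = 3), a log2 fold change of −0.51 (standard error 0.09, edgeR adjusted p = 0.00105). FOXM1, which overlaps a gene on the opposite strand, was at 99.69 ± 10.7 (SD, n = 3) against 128.6 ± 2.6 (SD, n = 3), a log2 fold change of −0.37 (standard error 0.081, edgeR adjusted p = 0.004).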

We identified that 1827 DEGs, which include 739 downregulated and 1088 upregulated genes, are changed upon treatment (Figure 5D, Supplementary Table S4). Signaling pathway analysis of genes changed upon FDI-6 treatment showed that gene sets involved in cell cycle, cell death and survival are differentially expressed, which has a high similarity to siRNA signaling pathway analysis results (Figure 5E). 

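The pathway analysis itself was not repeated here, and the responses were compared gene by gene. By the legend of Figure 5, the paper's pathways used genes that fell with FDI-6 and had FOXM1-bound promoters. Of the genes downregulated in siFOXM1 libraries, 20 of 94 had a FOXM1 peak at their promoters. Their overlap with FDI-6 therefore does not measure the response of FOXM1-bound genes alone. Of the 94 genes downregulated in siFOXM1 libraries, all tested among the 14916 genes shared by both comparisons, 5 were downregulated by FDI-6 (5.3%), 17 were upregulated and 72 were not called. Among the other shared genes, 5.8% were downregulated by FDI-6, and the shares did not differ (odds ratio 0.915, Fisher's exact test, two-sided, p = 1). With the replicate block in both fits, 9 of 216 genes downregulated in siFOXM1 libraries were downregulated by FDI-6 and 56 were upregulated (Fisher's exact test, two-sided, p = 0.454). A correction for GC content and transcript length, chosen after the values were seen, left 2 of 94 downregulated and 6 upregulated (Fisher's exact test, two-sided, p = 0.441). The difference between the shares was −0.46 percentage points. With the calls tested against a 1.5-fold change itself it turned positive, to 6.23 points (Fisher's exact test, two-sided, p = 0.121). That value rests on 1 gene of the 14 then called as downregulated in siFOXM1 libraries.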

We further examined which cell-cycle phases are controlled most by FDI-6 treatment. 

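With FDI-6, 4 of the 54 G2/M genes of the Seurat list (7.4%) were differentially expressed, against 13.8% of all tested genes (Fisher's exact test, two-sided, adjusted p = 0.245; 0.414 with the replicate block). Of the 42 S-phase genes, 1 (2.4%) was differentially expressed (Fisher's exact test, two-sided, adjusted p = 0.0488; 0.074 with the replicate block). The shares of the S-phase and G2/M lists did not differ from each other (Fisher's exact test, two-sided, p = 0.382, also with the replicate block). With so few calls the test could not pass toward G2/M, since even 5 of 54 against 0 of 42 gives p = 0.0657 (Fisher's exact test). The 4 G2/M genes fell and the S-phase gene rose. Log2 fold changes were below 0 for 37 of the 54 G2/M genes, with a median of −0.14, and for 27 of the 42 S-phase genes, with a median of −0.06.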

The genes involved in the G2/M phase were more enriched in DEGs upon FDI-6 treatment (Figure 5F).

Furthermore, we investigated if the expression levels of MYBL2 and FOXM1 target genes were changed by FDI-6 treatment. Among MYBL2 and FOXM1 target genes, we found that the expression levels of *CENPA* and *NEUR1LB* are greatly suppressed by FDI-6 treatment (Supplementary Table S4). 

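CENPA was at 34.17 ± 3.68 normalized counts (SD, n = 3) in FDI-6 libraries and 51.64 ± 4.87 (SD, n = 3) in control libraries, or 66.2% of the control. Its log2 fold change of −0.60 (standard error 0.101, edgeR adjusted p = 0.000864) was just past the 1.5-fold threshold. It ranged from −0.67 to −0.51 in the 6 fits that each left out 1 library, and from −0.64 to −0.54 with other settings. The decrease was therefore smaller than 1.5-fold in some of these fits. The gene written here as NEUR1LB was taken as NEURL1B, the spelling used elsewhere in the paper. NEURL1B was at 10.95 ± 0.807 normalized counts (SD, n = 3) against 20.55 ± 0.941 (SD, n = 3), or 53.3% of the control, a log2 fold change of −0.91 (standard error 0.104, edgeR adjusted p = 5.9e-05). A gene on the opposite strand overlaps 6.0% of its exon bases. The other 8 of the 10 genes listed in Figure 4B had log2 fold changes between −0.46 and −0.12 and were not called.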

In conclusion, it is suggested that FDI-6 can change the expression of genes involved in cell cycle regulation, affecting the activity of both FOXM1 and MYBL2 in lung adenocarcinoma cells.

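Across the 108 target genes listed by the paper, 9 were downregulated by FDI-6, 1 was upregulated and 98 were not called. The log2 fold change was below 0 for 70 of them, with a median of −0.11. The fit with the replicate block also called 9 downregulated and 1 upregulated. From its results with FDI-6, the paper proposes that the compound alters the expression of cell-cycle genes and acts on both factors.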

## 4. Discussion

MYBL2 is a transcription factor that can have either pro-survival or anti-survival functions in a cell-type-specific manner. MYBL2 is reported to be associated with the prognosis of lung adenocarcinoma [7,34] (Supplementary Figure S1). However, it is not clear how the MYBL2 transcription factor regulates genes and leads to carcinogenesis in lung adenocarcinoma. In this study, we mapped the global binding sites of MYBL2 and found that MYBL2 binds to the promoters of genes that are highly expressed in lung adenocarcinoma (Figure 1). Moreover, by using MYBL2 ChIP-seq and knockdown experiments coupled with RNA-seq, we showed that MYBL2 acts as a transcriptional activator in lung adenocarcinoma cells (Figure 1). Furthermore, we showed that the binding sites of another transcriptional activator, FOXM1, are largely shared with MYBL2 binding sites in lung adenocarcinoma cells (Figure 2). The most enriched motifs of the MYBL2 and FOXM1 commonly bound sites were CCAAT and CHR motifs (Figure 2). Moreover, knocking down MYBL2 and FOXM1 together resulted in more changes in genes involved in the cell cycle than each individual knockdown (Figure 3). These results indicate that FOXM1 and MYBL2 work together to regulate cell-cycle-related genes, potentially interacting with each other in lung adenocarcinoma cells.

In accordance with the previous finding that MYBL2 and FOXM1 control genes expressed in the G2/M phase of the cell cycle [35,36], we found that MYBL2 and FOXM1 regulate genes belonging to the G2/M phase in lung adenocarcinoma cells (Figure 3). For example, we showed that *CENPA* is one of the key targets of MYBL2 and FOXM1 in lung adenocarcinoma cells (Figure 4). CENPA, which is a centromeric histone H3 variant, is a key cell cycle-regulated gene. It is transcribed during the G2/M phase in humans [37], and it is reported that DNA replication, centromere breakage, recombination, and chromosome translocations are delayed in the absence of CENPA [38]. CENPA is also known to be recruited to double-strand DNA breaks [39]. *CENPA* overexpression is often found to be in different types of cancer [40], but its mechanism is largely unknown. We have shown that both gene and protein expression levels of CENPA were effectively reduced in the siRNA-mediated knockdown of MYBL2 and FOXM1 (Figure 4). These results suggest that MYBL2 and FOXM1 work together to regulate CENPA.

In addition to CENPA, we identified additional potential target genes of MYBL2 and FOXM1 in lung adenocarcinoma (Figure 4). For example, neuralized E3 ubiquitin protein ligase 1B (NEURL1B) is known to act as a tumor suppressor gene in colon cancer and medulloblastoma [41,42]. However, in our study, we found that *NEURL1B* acts more like an oncogene in lung adenocarcinoma cells. This is consistent with the previous study (Figure 4), which reported it as a putative brain metastasis-promoting gene in lung cancer cells [43]. We also found that cyclin B1 (CCNB1) is regulated by MYBL2 and FOXM1 (Figure 4), and overexpression of *CCNB1* is associated with poor survival of lung adenocarcinoma patients (Supplementary Figure S1). *CCNB1* was reported as one of the driver genes for lung cancer from the bioinformatic meta-analysis of gene expression data of non-small cell lung cancer with protein-protein interaction data [35]. CCNB1 interacts with CDK1 to form a complex that phosphorylates their substrates and promotes the G2/M transition in the cell cycle. Inhibiting the expression of CCNB1 promotes apoptosis in colorectal cancer cells [44]. Newly identified genes controlled by MYBL2 and FOXM1 using ChIP-seq and RNA-seq will help elucidate the molecular mechanisms of lung carcinogenesis. Moreover, further characterization of how these genes are connected will provide important insights into carcinogenesis.

To target the oncogenic activities of MYBL2 and FOXM1 in lung adenocarcinoma, we have explored ways to suppress them using an inhibitor. FDI-6 has been identified as a FOXM1-specific inhibitor in breast cancer cells by blocking the DNA binding activity of FOXM1, and its effect is selective for FOXM1 target genes without affecting genes regulated by homologous forkhead family factors [33]. FOXM1 protein levels within the nucleus were decreased by FDI-6 treatment, resulting in the inhibition of cell proliferation, migration, and invasion [33]. Several studies have examined the anti-cancer effect of FDI-6 on breast and ovarian cancer cells [33,45,46]. However, its anti-cancer effect on lung adenocarcinoma cells has not yet been investigated. We have shown that FDI-6 treatment effectively inhibited cell proliferation in A549 and NCI-H2126 lung adenocarcinoma cells. A549 lung adenocarcinoma cells treated with FDI-6 show significant reductions in FOXM1 protein accumulation in nuclei (Figure 5). Additionally, we observed that FDI-6 could suppress the MYBL2 protein level in A549 lung adenocarcinoma nuclei (Figure 5). This may be due to the fact that FDI-6 treatment inhibits the binding of both MYBL2 and FOXM1 to DNA as they interact with each other and share their binding sites. Further studies are needed to explain this decrease and determine whether FDI-6 effectively targets lung cancer cells. However, our results, which show that FDI-6 treatment changes the expression of key genes and proteins involved in the cell cycle, suggest that MYBL2 and FOXM1 are potential treatment targets for lung adenocarcinoma.

## 5. Conclusions

Previous studies have reported that MYBL2 and FOXM1 may play an important role in carcinogenesis [8,47,48,49,50]. However, their targets or molecular mechanisms in lung adenocarcinoma have not yet been well-characterized. In this study, we performed MYBL2 and FOXM1 ChIP-seq, identifying global binding sites of MYBL2 and FOXM1 in lung adenocarcinoma cells for the first time. By integrating the ChIP-seq data with RNA-seq data generated upon the knockdown of MYBL2 and FOXM1, we revealed that MYBL2 and FOXM1 act as transcriptional activators in lung adenocarcinoma. Moreover, we identified novel downstream targets of MYBL2 and FOXM1 that include key oncogenes such as *CENPA* in lung adenocarcinoma. We also provided insights into how MYBL2, FOXM1, and cell-cycle genes, which are critical for lung cancer patient survival, are regulated in lung adenocarcinoma cells. Our results demonstrated that MYBL2 and FOXM1 cooperatively regulate the G2/M phase transition cell-cycle genes in lung adenocarcinoma cells. Furthermore, we showed that FDI-6 alters cell proliferation and inhibits the activities of FOXM1 as well as MYBL2 in lung adenocarcinoma cells. Further studies to characterize the mechanisms of MYBL2 and FOXM1 target genes and to determine the effectiveness of FDI-6 in lung adenocarcinoma patients are needed. Collectively, findings from this study will help the development of new therapeutic strategies for lung cancer.

## Figures and Tables

**Figure 1:**
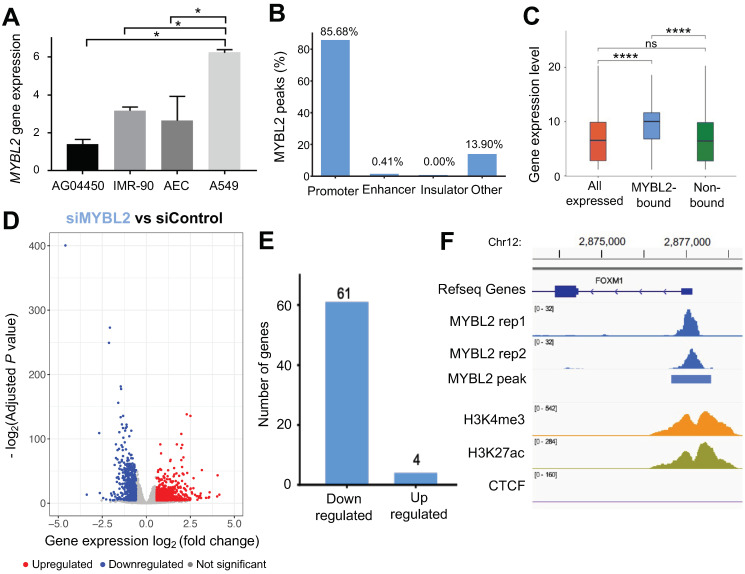
MYBL2 binds to the promoters of highly expressed genes in lung adenocarcinoma cells. (**A**) A barplot shows the expression level of *MYBL2* in AG04450, IMR-90, AEC and A549 cells. The *p*-value is calculated using Student’s *t*-test, and the *p*-value is adjusted by using the Holm–Bonferroni method (*, *p*-value < 0.05). (**B**) Genomic distribution of MYBL2 binding sites in A549 cells. (**C**) A boxplot showing the expression level of all genes expressed in A549 cells, genes with MYBL2-bound promoters, and genes without MYBL2-bound promoters (****, *p*-value < 0.0001). (**D**) A volcano plot demonstrating differential gene expression after knockdown of MYBL2 in A549 cells. *X*-axis shows the log2 fold change between MYBL2 siRNA (siMYBL2) and control scrambled siRNA (siControl) cells, and *Y*-axis shows the −log2(adjusted *p*-value) upon the comparison between siMYBL2 and siControl. The red dots represent the upregulated genes, the blue dots represent the downregulated genes, and the gray dots represent the genes that are not differentially expressed (−log2(adjusted *p*-value) > 0.05 and fold change < 1.5). (**E**) A barplot shows the number of downregulated genes (**left**) and upregulated genes (**right**) with MYBL2-bound promoters. (**F**) A genome browser screenshot near the *FOXM1* gene, showing two replicates of MYBL2 ChIP-seq signals and IDR passed MYBL2 peak, H3K27ac, H3K4me3, and CTCF ChIP seq signals in A549 cells.

**Figure 2:**
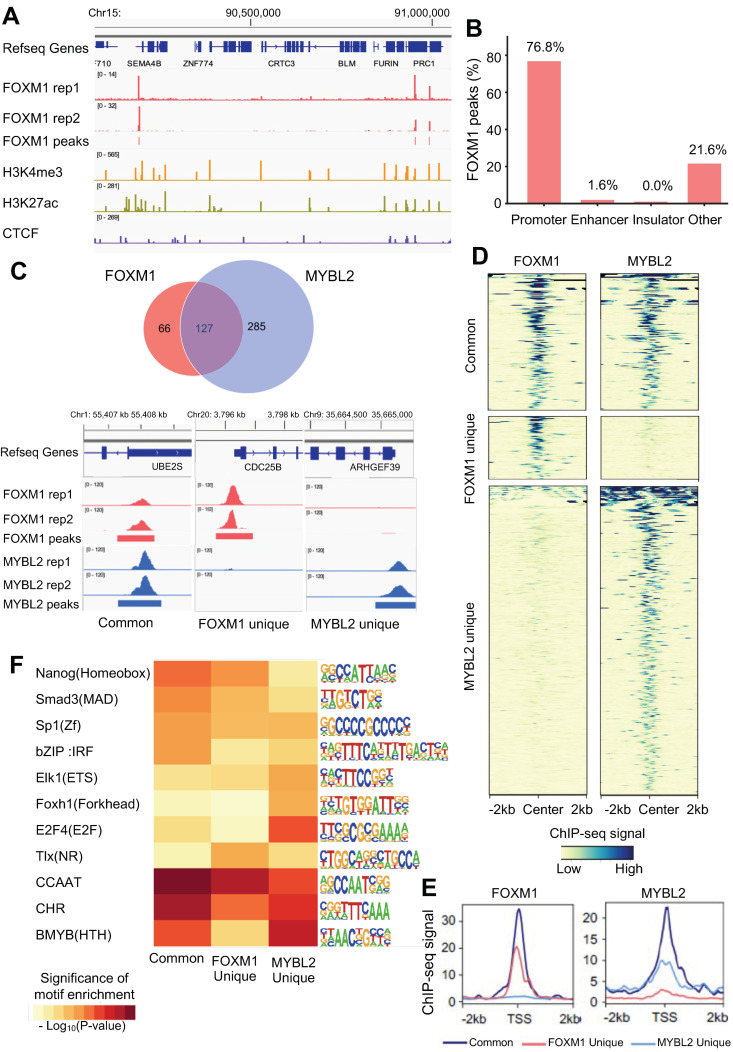
FOXM1 binds to the active promoters bound by MYBL2 in lung adenocarcinoma cells. (**A**) A genome browser screenshot of the chr15q26 region showing two replicates of FOXM1 ChIP-seq signals, IDR-passed FOXM1 peaks, H3K27ac, H3K4me3, and CTCF ChIP-seq signals in A549 cells. (**B**) Genomic distribution of FOXM1 binding sites in A549 cells. (**C**) A Venn diagram of the overlapped binding sites between MYBL2 and FOXM1 (**top**). Example genome browser screenshots of the common (**bottom left**), FOXM1-unique (**bottom middle**), and MYBL2-unique (**bottom right**) binding sites. (**D**) A heatmap showing FOXM1 (**left**) and MYBL2 (**right**) ChIP-seq signals within a 2 kb window of the center of common (**top**), FOXM1-unique (**middle**), and MYBL2-unique (**bottom**) binding sites. The ChIP-seq signals are indicated by the color from yellow (**low**) to blue (**high**). (**E**) The average ChIP-seq signals of FOXM1 (**left**) and MYBL2 (**right**) at common (dark blue), FOXM1-unique (red), and MYBL2-unique (light blue) binding sites located within a 2 kb window of the transcription start sites (TSS). (**F**) A heatmap showing the most enriched motifs found in either common (**left**), FOXM1-unique (**middle**) or MYBL2-unique (**right**) binding sites. The motif analysis is performed using the 100 bp window around the ChIP-seq peak summits. Shown to the right are the sequence logos of the motifs. The statistical significance of each motif enrichment of motifs is indicated by a color gradient from yellow (**low**) to dark red (**high**).

**Figure 3:**
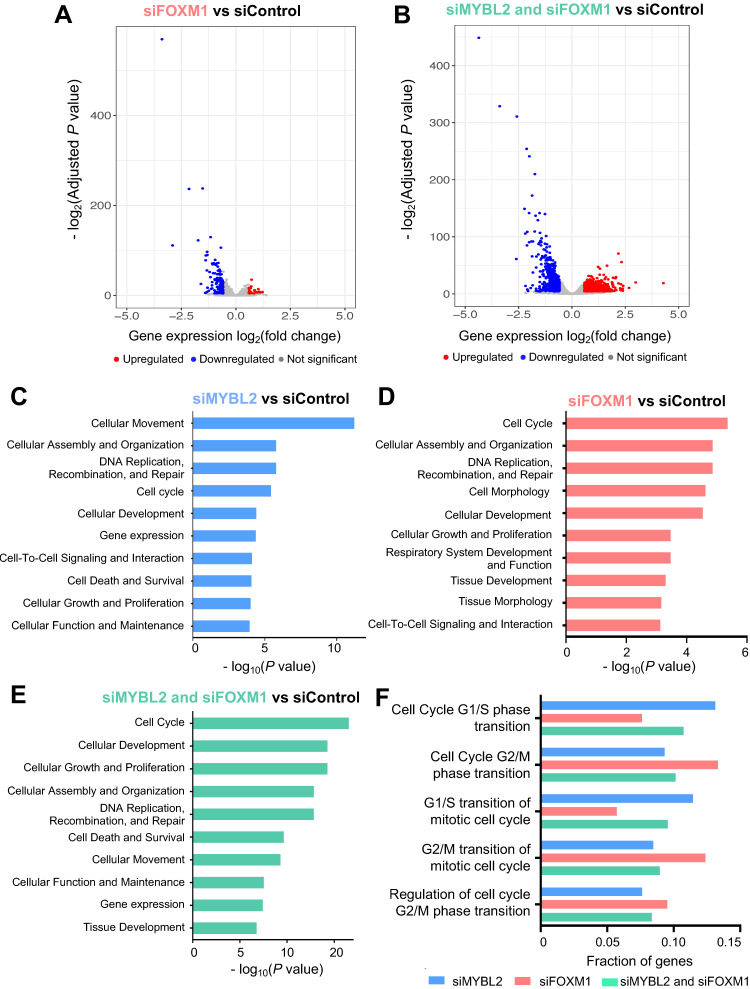
FOXM1 activates cell cycle-related genes together with MYBL2 in lung adenocarcinoma cells. (**A**) A volcano plot demonstrating differential gene expression after knockdown of FOXM1 in A549 cells. *X*-axis shows the log2 fold change between FOXM1 siRNA (siFOXM1) and control scrambled siRNA (siControl) cells, and *Y*-axis shows the −log2(adjusted *p*-value) upon the comparison between siFOXM1 and siControl. The red dots represent the upregulated genes, the blue dots represent the downregulated genes, and the gray dots represent the genes that are not statistically significantly differentially expressed (−log2(adjusted *p*-value) > 0.05 and fold change < 1.5). (**B**) A volcano plot demonstrating differential gene expression after knockdown of both MYBL2 and FOXM1 (siMYBL2 and siFOXM1) in A549 cells. *X*-axis shows the log2 fold change between siMYBL2 and siFOXM1 and siControl cells, and *Y*-axis shows the −log2(adjusted *p*-value) upon the comparison between siMYBL2 and siFOXM1 and siControl. The red dots represent the upregulated genes, the blue dots represent the downregulated genes, and the gray dots represent the genes that are not statistically significantly differentially expressed (−log2(adjusted *p*-value) > 0.05 and fold change < 1.5). (**C**–**E**) Barplots showing the top 10 biological functional categories, in which genes changed by siMYBL2, siFOXM1, and siMYBL2 and siFOXM1 are most enriched. (**F**) Fraction of genes whose expression levels are changed upon siMYBL2, siFOXM1, and siMYBL2 and siFOXM1 and involved in each cell cycle phase are shown.

**Figure 4:**
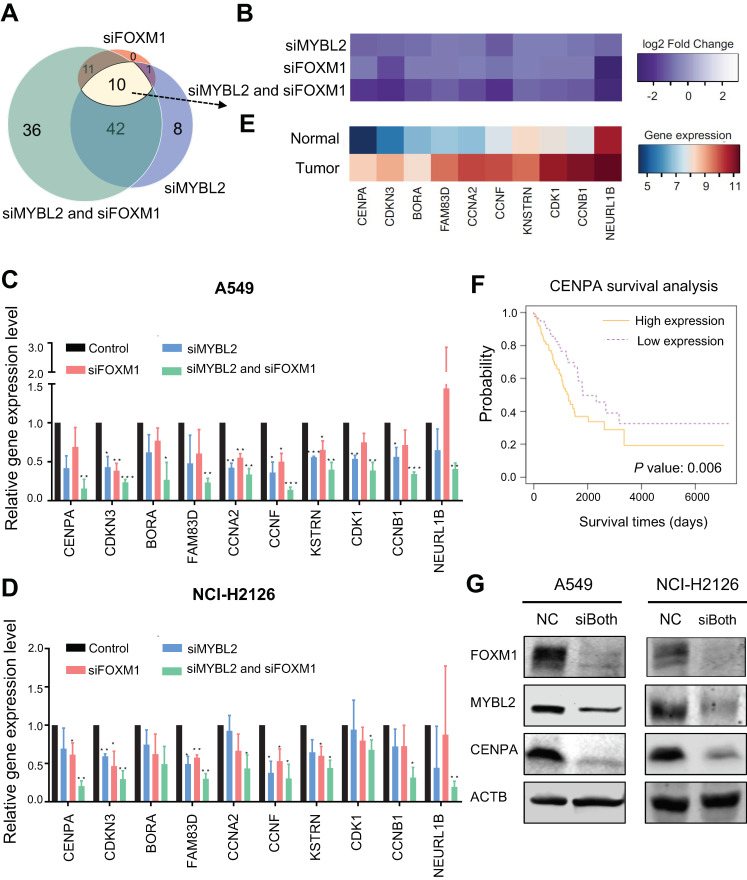
Identification of MYBL2 and FOXM1 target genes in lung adenocarcinoma cells. (**A**) A Venn diagram showing the overlapped genes among the MYBL2 and FOXM1 target genes, identified by the downregulated genes in siFOXM1 (pink), siMYBL2 (blue), and siMYBL2 and siFOXM1 (green) experiments with promoters bound by MYBL2, FOXM1, or both. (**B**) A heatmap showing the log2 fold change gene expression of the identified MYBL2 and FOXM1 target genes from the knockdown RNA-seq experiments. siFOXM1, siMYBL2, and siMYBL2 and siFOXM1 RNA-seq data are compared to corresponding siControl RNA-seq data. Validation of downstream targets of both MYBL2 and FOXM1 using RT-qPCR upon knockdown experiments in (**C**) A549 cells and (**D**) NCI-H2126 cells. Data represent the mean SE (*n* = 3). *, *p*-value ≤ 0.05, **, *p*-value ≤ 0.01, ***, *p*-value ≤ 0.001. (**E**) A heatmap showing the expression levels of the identified MYBL2 and FOXM1 target genes in TCGA LUAD RNA-seq datasets. (**F**) A survival analysis indicates that overexpression of CENPA is associated with poor survival of lung adenocarcinoma patients (*p*-value = 0.006). TCGA LUAD RNA-seq and clinical data were used to perform this analysis. (**G**) FOXM1, MYBL2, and CENPA protein expression levels were analyzed upon knockdown of MYBL2 and FOXM1 by Western blot (**right**) (*n* = 3). ACTB is used as a control. NC: negative control.

**Figure 5:**
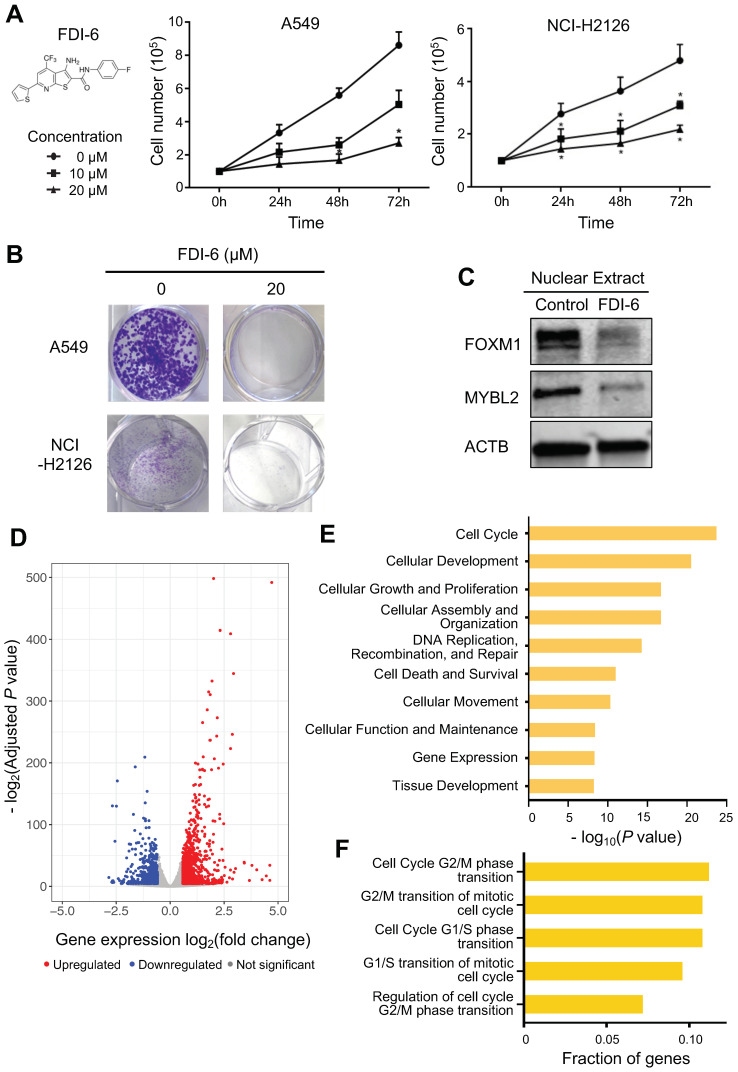
FDI-6 alters cell proliferation and inhibits the activities of FOXM1 and MYBL2 in lung adenocarcinoma cells. (**A**) A structure of FDI-6 (**left**). A549 and NCI-H2126 cells were counted every 24 h after treatment with different concentrations of FDI-6 for 72 h (*n* = 3). Data represent the mean SE (*n* = 3). Statistical significance was determined using Student’s *t*-test. *, *p*-value ≤ 0.05 vs. control. (**B**) Colony formation images of A549 and NCI-H2126. A549 and NCI-H2126 cells after being treated with FDI-6 for 24 h and then incubated for 14 days. (**C**) FOXM1 and MYBL2 protein expression levels were analyzed in the nuclear extract of A549 cells by Western blot (**right**) (*n* = 3). ACTB is used as a control. (**D**) A volcano plot demonstrating differential gene expression after treatment of FDI-6 in A549 cells. *X*-axis shows the log2 fold change between FDI-6 treated and untreated cells, and *Y*-axis shows the −log2(adjusted *p*-value) upon the comparison between FDI-6 treated and untreated cells. The red dots represent the upregulated genes, the blue dots represent the downregulated genes, and the gray dots represent the genes that are not statistically significantly differentially expressed (−log2(adjusted *p*-value) > 0.05 and fold change < 1.5). (**E**) A barplot showing the top 10 biological functional categories in which FDI-6 target genes (identified by downregulated genes upon FDI-6 treatment with FOXM1-bound promoters) are most enriched. (**F**) Fraction of genes whose expression levels are changed upon FDI-6 treatment and involved in each cell cycle phase are shown.

## Data Availability

The ChIP-seq and RNA-seq data generated in this study are accessible through GEO accession number GSE201272. Additional data supporting our findings are available from the corresponding author upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14204979/s1, Supplementary Figure S1: Lung adenocarcinoma patient survival analysis. Supplementary Figure S2: MYBL2-bound genes are expressed highly in lung adenocarcinoma. Supplementary Figure S3: The expression levels of MYBL2 and FOXM1 after knockdown experiments in A549 and NCI-H2126 lung adenocarcinoma cells. Supplementary Figure S4: Colony formation images of A549 and NCI-H2126 lung adenocarcinoma cells. Supplementary Figure S5: The protein levels of MYBL2 and FOXM1 in the nucleus fraction after treatment of FDI-6 in A549 lung adenocarcinoma cells. Supplementary Figure S6: Original Western blot images. Supplementary Table S1: Datasets used in this study. Supplementary Table S2: Binding sites of MYBL2 and FOXM1. Supplementary Table S3: Motifs enriched in MYBL2, FOXM1, Common, MYBL2-unique, and FOXM1-unique binding sites. Supplementary Table S4: A list of differentially expressed genes for siMYBL2 vs. siControl, siFOXM1 vs. siControl, siMYBL2 and siFOXM1 vs. siControl, and FDI-6 vs. DMSO comparisons. Supplementary Table S5: Signaling pathway analysis results for genes regulated by MYBL2 and FOXM1 and FDI-6 affected genes. Supplementary Table S6: Primer sequences used for RT-qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

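RNA-seq of A549 lung adenocarcinoma cells was re-analysed from the per-gene counts that the authors deposited for 24 libraries. There were 4 siMYBL2, 4 siFOXM1 and 4 siControl libraries from the single knockdowns, 3 siBoth and 3 siControl_siBoth libraries from the double knockdown, and 3 FDI-6 and 3 control_FDI-6 libraries. Conditions and replicate numbers were taken from the sample labels and checked against Supplementary Table S1. A part of that table gives replicate 1 for each of the 4 siControl libraries, and the numbers used here are those of the labels.

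According to the paper's methods, the authors sequenced the libraries on a NovaSeq instrument and trimmed the reads with TrimGalore. They aligned the reads to hg38 with STAR and counted them on GENCODE V29 genes with HTSeq. The deposited values are whole-number counts of read pairs per gene, which the authors did not normalize, together with HTSeq's totals of pairs that were ambiguous, not aligned or not unique. HTSeq leaves out pairs that fit several genes or several places, so genes with similar copies or overlapping exons are counted only in part. For differential expression the paper names DESeq2, with a false discovery rate under 0.05 and a fold change over 1.5. The text of the paper does not name the strand setting of the counting. RNA isolation is described differently in the paper's sections on siRNA transfection (a column kit) and on RNA-seq (TRIzol), and the sample labels name another column kit used with phenol. The ChIP-seq data entered only as the peak lists of Supplementary Table S2 (482 MYBL2 and 254 FOXM1 peaks), and the ChIP-seq signal, RT-qPCR, Western blot and patient data were not analysed here.

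Gene identifiers were matched without their version to GENCODE V44, a later release on the same genome build. A total of 58207 identifiers were found and 514 were not. Gene positions, canonical transcripts, transcription start sites, exons and 3′ UTRs came from that release. A promoter was the window of 1 kb on each side of the transcription start site of the canonical transcript, after the paper's 2 kb windows, and was bound when a peak overlapped it.

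Counts were analysed with edgeR 4.0.16 in R 4.3.3. Each comparison was fitted on its own groups with TMM normalization, edgeR's filter on low counts, no block and the quasi-likelihood test with Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 and a fold change over 1.5 were called. The filter left 16065 genes for siMYBL2, 15892 for siFOXM1, 15812 for siBoth and 15240 for FDI-6. Normalized counts are CPM computed here with TMM-scaled library sizes. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Genes named in the text were chosen by a rule set beforehand. The rule covers MYBL2 and FOXM1, the 10 target genes the paper names and the 5 genes other than the target with the lowest adjusted p in the paper's tables for siMYBL2 and for siFOXM1. It also covers the 3 genes with the largest fall and the 3 with the largest rise in each comparison, among called genes with a mean of at least 100 counts per library and no overlap between the groups.

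The pairing comes from the replicate numbers in the sample labels. Same-numbered libraries deviated together in the 3 knockdowns but not with FDI-6, and the fits with the replicate number as a block are given beside those without it. No 2 libraries of a condition had counts within sampling noise of each other. The lowest chi-square per gene between any 2 of them was 3.854 and the highest was 72.175, so no library was taken as a second deposit of another. This check compares libraries with counting noise alone and cannot show that the cultures were independent, and each library was counted as 1 replicate as the labels give it.

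Shares were compared by Fisher's exact test, two-sided. For bound promoters it set downregulated against upregulated genes, which were not matched for expression level, and used no background of all genes. Each cell-cycle list was compared with the other genes tested in the comparison, and the S-phase list also with the G2/M list. Overlapping responses were compared with the other genes tested in both comparisons. Between the knockdowns, each list's share of the called genes was compared. The S-phase and G2/M-phase lists came from Seurat 5.3.0, and their 8 tests were adjusted together. Additivity was tested in 1 edgeR fit of the 18 siRNA libraries. For 3′ UTR words, the log2 fold changes of genes with and without each 7-base word in the 3′ UTR were compared by rank, for 3′ UTRs of at least 30 bases and words with at least 20 genes on each side, with Bonferroni adjustment. The siRNA sequences are not in the paper's text, so words were not matched to them.

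The alternatives were DESeq2 1.42.0, RLE and upper-quartile scaling, no filter, at least 10 counts in every library, the replicate block, glmTreat, all 12 single-knockdown libraries in a single fit, a wider promoter, every annotated transcript, the paper's own binding column, words of 6 and 8 bases, and leaving out each library in turn. A correction for GC content and transcript length, alone and with the block, was added later. It fits a trend with 5 degrees of freedom per library to genes with a mean of at least 50 counts, and 99.6% of the tested genes had a value. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps.

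The pipeline was tested on simulated counts drawn from the real libraries' means and sizes with 200 changed genes. edgeR recovered 200, 200, 200 and 199 of them for siMYBL2, siFOXM1, siBoth and FDI-6, with 3, 1, 5 and 3 false calls. DESeq2 recovered 200, 200, 199 and 197, with 0, 0, 1 and 0 false calls. The planted changes were all well past the 1.5-fold threshold, in genes with a mean of at least 50 counts. The dispersion was fixed at 0.01 and not taken from the data, and the simulated libraries had no replicate effects. These figures therefore cover counting and that dispersion only, and do not show how well changes near the threshold are found.

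Between 16487394 and 30140550 pairs per library were counted on genes. Normalized counts near the level of 3 counts per library cannot be told from 0. Replicates are cultures of a single cell line, and their spread does not cover other cell lines or patients.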

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

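The tests on same-numbered libraries, on all splits of the control libraries and on the gap between the experiments were chosen only after the results were seen.

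For 6 of 66 groups of 4 libraries tested, 1 library lay apart from the rest, where chance alone would give 3.3. In each, the gap between the extreme library and its nearest neighbor, divided by the range of the group, was above Dixon's 95% critical value. BORA was highest in siMYBL2 replicate 2 (6.549 normalized counts against 4.795 to 4.983, ratio 0.893). CCNA2 was highest in siControl replicate 3 (120.8 against 92.6 to 93.82, ratio 0.957). SLC4A8 was highest in siControl replicate 3 (8.174 against 4.982 to 5.454, ratio 0.852). CENPA was lowest in siFOXM1 replicate 2 (16.74 against 18.25 to 18.51, ratio 0.855). CDK1 was lowest in siFOXM1 replicate 1 (79.44 against 82.0 to 82.52, ratio 0.832). THOC7 was lowest in siControl replicate 4 (42.68 against 46.26 to 46.65, ratio 0.903).

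A technical explanation is a batch that same-numbered libraries share, in which case the partner library would be extreme in the same direction. For BORA the partner, siControl replicate 2, was also the highest of its group (10.97 against 8.224 to 10.34). For CCNA2 the partner, siMYBL2 replicate 3, was also the highest (78.96 against 50.19 to 63.53). For CENPA siControl replicate 2 was also the lowest (26.56 against 28.96 to 33.44), and for CDK1 siControl replicate 1 was also the lowest (127.6 against 129.9 to 136.5). For SLC4A8 siMYBL2 replicate 3 was not the highest (38.0 within 29.77 to 38.97), and for THOC7 siFOXM1 replicate 4 was not the lowest (10.36 within 9.028 to 12.51). A batch shared by same-numbered libraries may therefore account for 4 of the 6, although each match has a 1 in 4 chance. The ratio sets the gap against the group's own range, so a small gap passes where the other libraries lie close together, as for CDK1. Counting noise was not tested for any of the 6. For SLC4A8 and THOC7 no explanation was left that had been tested. The design gives no condition that differs between replicates, so no biological explanation was tested.

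The control cells of both knockdown experiments, which the paper does not compare, differed in 2339 genes (siControl_siBoth against siControl, 1225 lower and 1114 higher). Both groups received scrambled siRNA. This number is larger than that of any of the 3 knockdowns against its own control. With GC content and transcript length corrected, 72.2% of the 2339 genes were still called, so that bias does not account for all of them. Of the 8 splits of the 7 libraries that part 3 same-numbered pairs, 1 gave as many genes, the real one, and the largest of the others gave 1 gene. At an unadjusted p under 0.05 the others gave 58 to 1126 genes and the real one 2882, and splits that part fewer pairs gave up to 1836. With 8 splits that share cannot be under 0.05. The replicate numbers hardly pair these libraries, with a mean correlation of 0.122 for same-numbered ones and up to 0.445 for others. Over all 35 splits, whichever numbers they part, 1 gave as many genes, the real one, a share under 0.05, so a grouping by chance does not account for the number. The share of read pairs that were not aligned differed between the groups by 5.56 percentage points, a gap that separates all their libraries. This share also separated the siBoth libraries (9.09% to 10.93%) from their own controls (7.68% to 7.92%), so it does not mark the experiment alone. The difference between both sets of controls may come from a handling or sequencing batch between the experiments. It cannot be told apart from any other difference between them. No biological explanation was tested, since the design names no condition that separates the groups. Comparisons of siBoth with the single knockdowns, including the test of additivity, cross this gap, and they rest on each experiment's own controls.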

How the results depend on the processing

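The alternatives were set before the data were examined, apart from the GC and length correction, alone or with the block, both blocks of the additivity test, every alternative for the siBoth effect against that of siMYBL2 or siFOXM1, the removal of a trend with 3′ UTR length and GC content at any word length, the effect sizes in percentage points, the fits without 1 library for bound promoters, targets, cell-cycle genes, overlaps and additivity, every alternative for the G2/M list against the S list and for each list's share of the DEGs between knockdowns, and every alternative for bound promoters other than DESeq2, the wider promoter, every annotated transcript and the paper's binding column. Where a value below moved, the cause was not tested.

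The share of bound promoters in siMYBL2 libraries kept its direction and its side of the threshold under every alternative that was run (a difference of 7.0 to 12.5 percentage points, p at most 0.0005 in Fisher's exact test), and so did that in siBoth libraries (10.75 to 33.94 points, p at most 0.00163 in Fisher's exact test). The same held for G2/M genes among the DEGs of siMYBL2 (8.02 to 34.28 points) and of siBoth (25.12 to 54.31 points). The G2/M list was also called more often than the S list in siBoth under every alternative that was run (p at most 0.00588 in Fisher's exact test). The DEGs between both sets of controls numbered 1751 to 2456 across the alternatives run.

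glmTreat, which tests against a 1.5-fold change, gave the lowest numbers of DEGs. For siMYBL2 there were 199 (120 down, 79 up), for siFOXM1 14 (14 down, 0 up, with 34 up at an unadjusted p under 0.05), for siBoth 128 (109 down, 19 up) and for FDI-6 496 (138 down, 358 up). It left 43 direct targets, 1 of them in all 3 knockdowns, and 45 of the paper's 108 targets, 1 of them in all 3. It gave no share of bound promoters for siFOXM1, since no gene was upregulated. Cell-cycle differences became −3.25 points for S genes with FDI-6 (Fisher's exact test, adjusted p = 0.864, within 0.0255 to 0.864 over the alternatives run). They were −0.09 points for both lists in siFOXM1, a reversal that comes from 0 calls in either list among 14 DEGs. The FDI-6 overlap reversed to 6.23 points, which rests on 1 of 14 genes.

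The replicate block raised the numbers of DEGs in the knockdowns, to 1991 for siMYBL2 (1234 up), 401 for siFOXM1 (234 down, 167 up) and 1849 for siBoth (1046 up). FOXM1-bound promoters then differed by 8.8 points in siFOXM1 (p = 9.38e-05, Fisher's exact test, within 9.38e-05 to 1 over the alternatives run). S genes went to −10.83 points with FDI-6 (adjusted p = 0.074) and reversed to −0.14 points in siFOXM1. With the block taken within each experiment, 216 genes departed from additivity, the siBoth effect differed from that of siMYBL2 for 1772 genes and from that of siFOXM1 for 4324. With a block shared by the experiments, these last 2 were 329 and 2430.

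With the GC and length correction, siBoth had 264 upregulated genes and FDI-6 had 1360 DEGs (713 up). S genes reached 15.14 points in siBoth (adjusted p = 0.00202, within 2.67e-06 to 0.717 over the alternatives run) and reversed to −0.65 points in siFOXM1. With the block as well, siMYBL2 had 2004 DEGs (1012 down), siFOXM1 393 (254 down, 139 up), siBoth 1669 (1013 down) and FDI-6 1299 (682 up). The bound share in siFOXM1 then differed by 7.55 points (p = 0.000955, Fisher's exact test), and S genes gave −8.52 points with FDI-6 (adjusted p = 0.0756) and −0.09 points in siFOXM1, a reversal.

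DESeq2 gave 163 DEGs for siFOXM1 (29 up), a bound share that differed by 16.42 points (p = 0.0148, Fisher's exact test) and −9.64 points for S genes with FDI-6 (adjusted p = 0.0886). All 12 single-knockdown libraries in a single fit gave 20 upregulated genes for siFOXM1 and 19.63 points (p = 0.043, Fisher's exact test). Upper-quartile scaling gave −11.27 points for S genes with FDI-6 (adjusted p = 0.0767). With no filter, siBoth had 1545 DEGs (783 up). This setting also widens the background. S genes went to 12.59 points in siMYBL2 (adjusted p = 0.00186, Fisher's exact test, within 0.00186 to 0.775 over the alternatives run), 9.08 in siBoth (0.0277) and −4.9 with FDI-6 (0.422). G2/M genes reversed to 0.19 points with FDI-6 and the FDI-6 overlap reversed to 0.48 points. With 3 siMYBL2 libraries against 3, the median number of upregulated genes was 410.5.

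In siMYBL2, the G2/M list exceeded the S list by 14.81 points (p = 0.153, Fisher's exact test), and passed with upper-quartile scaling (18.25 points), the GC and length correction (25.93) and that correction with the block (21.16). It ranged from 13.76 to 24.6 points in the fits without 1 library, of which 2 of 8 passed. Over all the alternatives run, p ranged from 0.00788 to 0.241. Between the knockdowns, the G2/M share of the DEGs was higher in siFOXM1 by 3.38 points (p = 0.0226, Fisher's exact test). It did not pass with DESeq2 (1.79), the block (0.39), the block with the GC and length correction (0.12) or without siMYBL2 replicate 3 (2.77, Fisher's exact test, p = 0.0753). It reversed with glmTreat (−2.51), where 0 of the 14 siFOXM1 DEGs were in the list. It was 2.77 to 7.59 points in the fits without 1 library, and p ranged from 0.00171 to 1 over the alternatives run. The S share, higher by 0.39 points (p = 0.475, Fisher's exact test), reversed with the block (−0.15), glmTreat (−0.5), the GC and length correction (−0.52) and both (−0.19), was −0.55 to 0.59 points in the fits without 1 library, and passed in none.

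In the fits that each left out 1 library, upregulated genes ranged from 455 to 796 for siMYBL2, from 1 to 16 for siFOXM1 and from 153 to 414 for siBoth. All DEGs ranged from 56 to 115 for siFOXM1, with 55 to 99 downregulated, and from 587 to 1097 for siBoth. S genes ranged from 2.61 to 13.29 points in siMYBL2, from −0.55 to 1.76 in siFOXM1, from 3.19 to 24.16 in siBoth and from −12.99 to −8.52 with FDI-6. In siMYBL2 they passed without siControl replicate 4 or siMYBL2 replicate 2 (Fisher's exact test, adjusted p = 0.0457 and 0.0117). In siBoth they passed without siBoth replicate 3 or siControl_siBoth replicate 1 (Fisher's exact test, adjusted p = 6.55e-06 and 2.67e-06). The FDI-6 overlap ranged from −3.18 to 0.58 points. MYBL2 in siFOXM1 libraries ranged from −0.14 to 0.026 on the log2 scale and reversed in 2 fits.

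The numbers of 7-base words with lower fold changes (112 in siMYBL2, 1202 in siFOXM1, 9128 in siBoth, 348 with FDI-6) moved with word length, to 643 and 126 in siFOXM1 and FDI-6 and 2993 in siBoth for 6 bases, and to 68, 701 and 21214 in siMYBL2, siFOXM1 and siBoth for 8 bases. With the trend in 3′ UTR length and GC content removed, they were 21, 5, 5 and 19 for 7 bases, 24, 2, 8 and 0 for 6 bases (177 for FDI-6 at an unadjusted p under 0.05), and 13, 11, 7 and 91 for 8 bases.

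For the 72 results on single named genes, the other settings gave 642 values on the same side of the threshold, 29 weaker, most of them from glmTreat, and 15 stronger. Leaving out a library gave 473 on the same side, 31 weaker, 4 stronger and 2 reversed, which are those of MYBL2 above.

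The depth limits genes with few counts. At 3 counts in a library the normalized count cannot be told from 0, and the FDI-6 libraries, with 16487394 to 17741253 counts, are the shallowest.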

Differences from the paper's values

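The paper reports 162 differentially expressed genes for siFOXM1 against siControl, and 106 were called here. Of the alternatives set before the data were examined, DESeq2 (163), all 12 single-knockdown libraries in a single fit (127), no filter (115) and the fit without siControl replicate 4 (115) came within 1.5 times of the paper's number. RLE and upper-quartile scaling, at least 10 counts in every library, glmTreat, the replicate block and the other 7 fits that each left out 1 library did not. The replicate block gave 401 genes, more than the paper.

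The paper reports 29 upregulated genes for siFOXM1, and 12 were called here. DESeq2 gave 29 and all 12 libraries in a single fit gave 20. None of the other alternatives set before the data were examined came within 1.5 times of the paper's number. With DESeq2, which the paper's methods name, all 133 genes that Supplementary Table S4 lists as downregulated and all 29 listed as upregulated were called. With edgeR, 93 and 10 of them were called. The other DEG numbers of the paper, its number of direct targets and the 61 log2 fold changes compared with Supplementary Table S4 did not differ by these criteria, and the largest difference in a log2 fold change was 0.02.

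The paper lists FAM83D and BORA among 10 targets that went down in each knockdown. With edgeR they were not called in siFOXM1 libraries (adjusted p = 0.056 and 0.0883), which left 8 of the 10. DESeq2 and the replicate block called both, and all 10. RLE and at least 10 counts in every library left 8 of the 10, no filter 9, upper-quartile scaling 6 and glmTreat 1. The fits that each left out 1 library, which were chosen for this count after the values were seen, left 6 to 9. A replicate block with GC and length correction, chosen after the values were seen, also called both and all 10. FAM83D alone was also called with no filter, with all 12 libraries in a single fit, in the fits without siControl replicate 4 and without siFOXM1 replicate 3, and with the GC and length correction, which was chosen after the values were seen.

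The paper states that, among cell-cycle phases, G2/M genes are more enriched in the DEGs of siFOXM1 and G1/S genes in those of siMYBL2. Between the knockdowns, the G2/M share of the DEGs was higher for siFOXM1 here as well (4.72% against 1.34%, Fisher's exact test, p = 0.0226; p = 0.00171 to 1 over the alternatives run). The S-phase share was not higher for siMYBL2 (0.55% against 0.94% for siFOXM1, Fisher's exact test, p = 0.475). It was higher for siMYBL2 with the replicate block, glmTreat, the GC and length correction alone and with the block, and in 6 of the 12 fits without 1 library (siControl replicates 1, 2 and 3 and siFOXM1 replicates 1, 3 and 4), all chosen for this comparison after the values were seen, and it passed in none of them. Within each knockdown, G2/M genes were called more often than S-phase genes, in the paper's direction for siFOXM1 and not for siMYBL2. The difference did not pass Fisher's exact test in either (p = 0.226 for siFOXM1 and 0.153 for siMYBL2). In siFOXM1 fits that called 5 of 54 G2/M genes and 0 of 42 S-phase genes, p was 0.0657 (Fisher's exact test). Such fits, and glmTreat with no call in either list, could not pass in the paper's direction. The difference for siFOXM1 passed under none of the alternatives run (Fisher's exact test, p = 0.0657 to 1). For siMYBL2 it passed with upper-quartile scaling (p = 0.0377), with the GC and length correction alone (p = 0.00788) and with the block (p = 0.032), and without siControl replicate 1 (p = 0.0168) or siMYBL2 replicate 3 (p = 0.0112), each by Fisher's exact test and each chosen for this comparison after the values were seen. In each of these the G2/M share was the higher one. For FDI-6 the paper compares the phases and states that G2/M genes were more enriched in the changed genes. The direction was the same here, with 4 of 54 G2/M genes and 1 of 42 S-phase genes called. The shares did not differ (Fisher's exact test, p = 0.382, and 0.132 to 1 over the alternatives run). With so few calls this test cannot decide the question, since even 5 of 54 against 0 of 42 gives p = 0.0657 (Fisher's exact test). Both shares were below the 13.8% of all tested genes that were called (7.4% for G2/M, adjusted p = 0.245, Fisher's exact test). In the fit with no filter the G2/M share was above that of all tested genes by 0.19 percentage points (adjusted p = 0.796, Fisher's exact test, within 0.232 to 0.796 over the alternatives run). The paper's own gene lists for the phases were not used here.

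The paper describes more FOXM1-bound promoters among the genes that were downregulated in siFOXM1 libraries than among those upregulated. The direction was the same here, but with edgeR the shares did not differ in Fisher's exact test (p = 0.117). Of the alternatives set before the data were examined, DESeq2 passed (Fisher's exact test, p = 0.0148), and the wider promoter, every annotated transcript and the paper's binding column did not. All 12 libraries in a single fit (p = 0.043), the replicate block (p = 9.38e-05) and the block with the GC and length correction (p = 0.000955), which were chosen for this result after the values were seen, also passed Fisher's exact test. Over all the alternatives run, p ranged from 9.38e-05 to 1.

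The paper describes a high similarity between the pathways of FDI-6 and of the knockdowns. Pathways were not analysed here. At the level of genes, 5 of the 94 genes downregulated in siFOXM1 libraries were downregulated by FDI-6 and 17 were upregulated. With the GC and length correction, chosen after the values were seen, these numbers were 2 and 6 of 94. Without it, 20 of the 94 had a FOXM1 peak at their promoters, and 60 of the 93 with a 3′ UTR contained the word GTGTTTA. This word was in 31.2% of the genes upregulated by FDI-6 and in 9.5% of those downregulated, against 17.7% of all. The split of 5 against 17 therefore does not measure whether FDI-6 acts like the loss of FOXM1. By the legend of Figure 5, the paper's pathways used genes that fell with FDI-6 and had FOXM1-bound promoters.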

Other observations

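The tests of reverse complements, of words with FDI-6, of 3′ UTR length and GC content for single words, of other word lengths with that trend removed, of words against binding, of words in other splits and in siBoth, and of same-numbered libraries for the shared controls were chosen only after the results were seen. The leading words CCTTACA, ACGCCCA and GTGTTTA were picked from the data.

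Other splits of the libraries that part as many same-numbered pairs as the real one were refitted. The real split gave the most DEGs in each comparison, as 1 of 8 splits for siMYBL2, 1 of 8 for siFOXM1, 1 of 4 for siBoth and 1 of 4 for FDI-6, and each of the other comparable splits gave 0 DEGs. At an unadjusted p under 0.05 and the same fold change, those splits gave 26 to 170 genes for siMYBL2 (1799 in the real split), 33 to 85 for siFOXM1 (384), 40 to 69 for siBoth (1796) and 87 to 130 for FDI-6 (2360). Splits that part fewer pairs gave at most 4 DEGs for siMYBL2, 9 for siFOXM1 and 0 for siBoth and FDI-6. At an unadjusted p under 0.05 they gave up to 994, 827, 537 and 139 genes, and for siFOXM1 8 of them gave as many as the real split or more. One of these sets replicates 1 and 4 of both groups against replicates 2 and 3 (803 genes), so at that level a difference between replicate numbers gave more genes than the knockdown, which was not so for the DEGs. With so few comparable splits, a share under 0.05 cannot be reached.

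After correction for GC content and transcript length, 88.5% of the DEGs of siMYBL2, 90.6% of those of siFOXM1, 73.4% of those of siBoth and 49.2% of those of FDI-6 were still called. For FDI-6, GC content or transcript length may contribute to part of the response, since fewer than 50% were kept. The 1032 genes still called are not accounted for by it, and with the correction HSPA6 was at a log2 fold change of 7.49 and CXCL8 at 4.44. In the 108 target genes listed by the paper, the correction moved the median log2 fold change with FDI-6 from −0.11 to −0.26, the number below 0 from 70 to 94 and the number downregulated from 9 to 3.

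The siBoth comparison gave fewer DEGs than siMYBL2, 1019 against 1269. With siMYBL2 reduced to 3 libraries against 3, the median over the 16 choices was 902.5 DEGs. The lower number in siBoth could therefore come from the number of replicates.

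For the contrast of siBoth with the sum of the single effects, the real labels gave 0 genes at an adjusted p under 0.05. All 60 of 60 labellings of the libraries give as many by necessity, so that count tests nothing. At an unadjusted p under 0.05 the real labels gave 3.2% of the 17336 genes, 22 of the 60 gave as many, and the median was 295.0. A total of 4 labellings gave more than 0 genes at an adjusted p under 0.05. Across the 108 targets, which were chosen on falls in these same libraries, siBoth and the sum had a correlation of 0.853. FOXM1 and NEURL1B have the lowest sums. Over all 15166 genes the correlation of siBoth was 0.728 with the sum, 0.732 with siMYBL2 alone and 0.262 with siFOXM1 alone, so the sum was no closer to siBoth than siMYBL2 by itself. These are correlations across genes, which are not independent.

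The responses to siMYBL2 and siFOXM1, which share their controls, had a correlation of 0.138 across 15688 genes. With the controls divided so that none was shared, the median correlation was −0.078, but these divisions also mix replicate numbers. With same-numbered libraries only, 2 against 2, the median was 0.0365 with separate controls (0.03 to 0.05) and 0.2125 with shared controls (0.182 to 0.225). The relation between both responses over all genes may therefore come largely from the shared controls. Genes are not independent replicates, and only the median over all genes was tested, not the cell-cycle genes.

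The siRNAs could lower transcripts other than their targets through short matches in 3′ UTRs. Their sequences are not in the paper's text, so the 3′ UTRs of genes that fell were searched for 7-base words, with FDI-6, which involves no siRNA, as the comparison. With the trend in 3′ UTR length and GC content removed, the numbers of words tied to lower fold changes were 21 for siMYBL2, 5 for siFOXM1, 5 for siBoth and 19 for FDI-6. By this count, siFOXM1 and siBoth do not stand out above FDI-6, and siMYBL2 cannot be told apart from it. The order depends on the word length. With 6 bases the numbers were 24, 2, 8 and 0, and with 8 bases 13, 11, 7 and 91. At an unadjusted p under 0.05, those for 6 bases were 408, 42, 235 and 177. The number of words therefore does not settle whether the siRNAs acted in this way.

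The strength of single words gave another picture. For siFOXM1 the leading word was GTGTTTA (rank test across n = 13149 genes, which are not independent, z of −16.48, Bonferroni p = 7.74e-57 with the trend removed, so 3′ UTR length and GC content do not account for it). It is in the 3′ UTRs of 17.6% of 13149 genes and of 60 of the 93 downregulated genes with a 3′ UTR (64.5%). It occurs in 7 of 10 FOXM1 transcripts, where a word lies by chance in 23.9%. A forkhead binding motif in DNA would be read on either strand, but the reverse complement, TAAACAC, gave a z of 2.91, in the opposite direction. Genes with the word did not fall with FDI-6 (z of −0.6), and they fell in siBoth (z of −4.37; 204 of 544 downregulated genes, 37.5%). For siMYBL2 the leading word was CCTTACA (rank test across n = 13310 genes, z of −10.0, Bonferroni p = 2.57e-19 with the trend removed), in 8.6% of 13310 genes and in 124 of 500 downregulated genes (24.8%). It occurs in 2 of 2 MYBL2 transcripts, where a word lies by chance in 14.4%. Its reverse complement gave a z of 0.97, FDI-6 gave −0.89 and siBoth gave −7.62. CTTACAA, which overlaps CCTTACA, was next (z of −9.24). ACGCCCA ranked 3 (z of −8.86, in 60 of 500 downregulated genes, 12.0%, against 4.6% of all). In comparable splits of the libraries, a word as strong came up in 2 of 8 for siMYBL2 (the other at 10.27), 1 of 8 for siFOXM1 (others up to 15.72), 1 of 4 for siBoth (others up to 6.9) and 1 of 4 for FDI-6 (others up to 6.98). Splits that swap only part of the pairs still carry part of the treatment contrast, and the design cannot bring these shares under 0.05. A hypothesis is that part of the genes that fell were lowered by the siRNAs directly, through a seed match, and not through the loss of the factor. The 3′ UTRs of THOC7, FKBP5, WWTR1, VANGL1, FAM83D, NEURL1B, BORA and CDK1 contain GTGTTTA, those of DAP, UHMK1, RDH11, VANGL1, WWTR1 and NEURL1B contain CCTTACA, and those of CCNF, EXTL3 and SAPCD2 contain ACGCCCA. In siBoth, a separate experiment with its own controls, CCTTACA had the lowest z of all 7-base words (rank 1; rank test across n = 13162 genes, Bonferroni p = 4.23e-10), ACGCCCA ranked 3 and GTGTTTA ranked 8 (rank test across n = 13162 genes, Bonferroni p = 0.203). A grouping of the single-knockdown libraries by chance is therefore unlikely to account for the words, although GTGTTTA did not pass the adjustment there. A response to the loss of the factor would recur in siBoth as well, so this does not tell it apart from a seed match, and a test of the seed match needs the siRNA sequences.

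The hypothesis bears on the bound promoters. Of the 60 downregulated siFOXM1 genes with GTGTTTA, 6 had a FOXM1 peak at their promoters (10.0%), against 14 of 33 without it (42.4%; Fisher's exact test, two-sided, p = 0.000484). Genes with the word may thus have fallen without FOXM1 at their promoters. With word-holding genes left out of both sides, 13 of 30 downregulated and 0 of 8 upregulated genes were bound in siFOXM1 (Fisher's exact test, two-sided, p = 0.0335), 40 of 336 and 5 of 569 in siMYBL2 (Fisher's exact test, two-sided, p = 2.09e-13) and 64 of 266 and 5 of 388 in siBoth (Fisher's exact test, two-sided, p = 8.8e-22). The words were chosen from the same genes, so these values describe the data and are no independent test.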
